# Identifying ADGRG1 as a specific marker for tumor-reactive T cells in acute myeloid leukemia

**DOI:** 10.1186/s40164-024-00560-0

**Published:** 2024-09-06

**Authors:** Yihan Mei, Yu Liu, Wenbing Liu, Manling Chen, Xiaoyu Liu, Shangshang Wang, Junli Mou, Haiyan Xing, Kejing Tang, Zheng Tian, Qing Rao, Min Wang, Runxia Gu, Shaowei Qiu, Jianxiang Wang

**Keywords:** AML, Tumor-reactive T cell, ADGRG1

## Abstract

Besides chemotherapy and hematopoietic stem cell transplantation (HSCT), autologous T cells can also serve as a new treatment approach for AML patients. However, the features of tumor-reactive T cells and their distinctive markers still lack full description. To evaluate the characteristics of tumor-reactive T cells, we collected bone marrow (BM) T cells from newly diagnosed AML patients with *RUNX1::RUNX1T1* as examples for paired single-cell RNA sequencing and single-cell V(D)J sequencing. Based on the STARTRAC-like algorithm, we defined bystander T cells and tumor-reactive T cells. Compared with bystander T cells, tumor-reactive T cells presented as senescent-like cytotoxic terminally differentiated T cells (Temra) with upregulated NK-related markers. Additionally, we found *ADGRG1* could serve as the specific marker of CD8^+^ T tumor-reactive T cell and validated it through the Runx1^Runx1t1/+^; Mx1-Cre mouse model. In chimeric antigen receptor (CAR)-T and target cell system, ADGRG1 was selectively upregulated upon antigen-TCR encounter. Moreover, ADGRG1^+^CD8^+^ T cells released a higher level of IFN-γ and showed higher cell-killing ability when exposed to matched AML blasts. Together, our findings depict the single-cell profile of tumor-reactive T cells in AML BM and propose that ADGRG1 can act as an indicator of T cell tumor reactivity in AML, which may be further harnessed for adoptive cell therapy and tumor-reactive TCR enrichment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40164-024-00560-0.

## Key points

1. CD8^+^ tumor-reactive T cells present in AML BM and are characterized as senescent-like cytotoxic Temra with upregulated NK-related markers.

2. ADGRG1 can serve as a specific marker of CD8^+^ tumor-reactive T cells in AML BM.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40164-024-00560-0.

## Introduction

Immunotherapy, especially T-cell based therapy, has shown promising clinical efficacy in the treatment of solid tumors [1–3]. These advances are driven by the growing understanding of tumor-reactive T cells in solid tumors [4, 5]. They mainly exhibited the exhausted profile with upregulated inhibitory immune checkpoint receptors like PD-1 [6]. Among the exhausted T cell pool, the precursor-exhausted CD8^+^ T cells respond to the immune checkpoint blockade (ICB) therapy and closely correlate with its duration and efficacy [7, 8].

However, immunotherapy like ICB and T cell receptor-engineered T cell (TCR-T) produce unsatisfactory clinical improvement in acute myeloid leukemia (AML). For example, early phase 1 trials based on anti-PD-1 monoclonal antibody as monotherapy show lack of efficacy [9, 10]. Even combined nivolumab with azacytidine, the remission rate in relapse/refractory AML is still limited [11].

The reason for such divergent therapeutic outcomes may stem from the unique profile of T cells in AML. Studies in other hematological malignancies indicate the distinctive T cell landscape, such as T cells in multiple myeloma display the feature of senescence [12] and T cells in Waldenstrom macroglobulinemia exhibit anergic properties [13]. But the functional state of T cells in AML, especially the CD8^+^ tumor-reactive T cells, remains elusive. Nevertheless, some researchers have found tumor-reactive TCR sequences in AML with genomic abnormalities, such as core-binding factor AML [14]. To this end, it is necessary to illustrate tumor-reactive T cells in AML, thus aiding AML immunotherapeutic treatment.

In this study, we collect 5 BM samples from newly diagnosed AML patients with *RUNX1::RUNX1T1*, one of the most common genetic abnormalities in core-binding factor AML [15, 16], as examples for paired scRNA-seq and scV(D)J-seq. We trace the differentiation trajectory of tumor-reactive T cells and reveal that the AML tumor-reactive T cell shows a non-exhausted senescent-like cytotoxic T cell profile with upregulated NK-related markers. We identify *ADGRG1* as the specific marker of tumor antigen-experienced CD8^+^ T cell and validate it through the conditional mouse model. The in vitro experiments such as the interferon-γ (IFN-γ) release assays and the cell-killing assay using AML samples also confirm the tumor-reactive property of ADGRG1^+^CD8^+^ T cells. Thus, ADGRG1 may be further harnessed for adoptive cell therapy and tumor-reactive TCR enrichment in AML.

## Methods

### Human and mouse samples

The AML patients’ BM samples involved in this study were obtained from the Institute of Hematology & Blood Diseases Hospital, Chinese Academy of Medical Science, and Peking Union Medical College. The available clinical characteristics are summarized in Supplementary Table S1. Written informed consent was provided by all patients. All experimental procedures involving humans were reviewed and approved by the ethics committee. The Runx1^Runx1t1/+^; Mx1-Cre mouse model was constructed and all mouse-related experimental procedures underwent review and approval by the ethics committee. The detailed information of mouse model generation is shown in Supplementary methods.

### Single-cell library preparation, sequencing, and data analysis

The prepared human and mouse samples were sorted for the following experiments (Supplementary methods). Single-cell RNA-seq libraries were prepared using the 10× Chromium Single-cell 5’ and VDJ library construction (10× Genomics), following the manufacturer’s instructions. Purified libraries were subject to NovaSeq 6000 sequencer (Illumina) for paired-end (150 bp) sequencing. The gene count matrix was created using the Cell Ranger toolkit (version 6.1.2, https://www.10xgenomics.com/support/software/cell-ranger/latest). Subsequent analysis steps were primarily conducted using Scanpy (version 1.9.1) [17] and Scirpy (version 0.11.0) [18], including quality control, normalization, logarithmical transformation, TCR clonotype definition, dimension reduction, unsupervised clustering, and calculation of differentially expressed genes (DEGs). The pseudotime was calculated by Palantir (version 1.3.2) [19]. The transcriptional regulon analysis was performed by pySCENIC (version 0.12.1) [20]. The pTRT identification process and other detailed analysis workflow are provided in the Supplementary Methods.

### CAR-T cell coculture assay

The detailed protocol of human CD3^+^ T cell isolation, activation, and CAR-T generation has been described previously [21]. In brief, T cells from healthy donor’s peripheral blood were isolated and activated with Dynabeads™ Human T-Activator CD3/CD28 (Gibco, Cat# 11161D) and recombinant human interleukin (rIL)-2 (R&D, Cat# 202-IL). After stimulation for 24 h, T cells were transduced with lentiviral supernatants and replaced with fresh culture medium after 48 h. On day 7 after stimulation, T cells were cocultured with cell lines (Molm13 or K562) at an effector: target (E: T) ratio of 1:1 for 48 h. Then cell markers were detected by flow cytometry. Anti-human antibodies used for surface markers are APC anti-CD3 (Biolegend, Cat# 317317), PerCP anti-CD8 (Biolegend, Cat# 300921), and PE/Cyanine7 anti-ADGRG1 (Biolegend, Cat# 358205).

### IFN-γ releasing assay

The ADGRG1^+^CD8^+^ T cells and ADGRG1^−^CD8^+^ T cells and blast cells were sorted from newly diagnosed AML bone marrow samples by BD FACSAria™ III sorter (BD Biosciences). 2 × 10^3^ T cells were then cocultured with matched blasts in a 96-well plate with rIL-2 at an E: T ratio of 1:1 for 48 h in 200 µl medium. After 400G centrifugation for 5 min, the supernatants were collected and the concentration of IFN-γ was quantified by the capture of microspheres encapsulated with cytokine-specific antibodies (Cellgene Biotech, Cat# P420487) using flow cytometry. This quantification was based on the fluorescence intensity of the complexes, expressed in pg/ml.

### Cell killing assay

The mononuclear cells were isolated by Ficoll-Paque PREMIUM density gradient medium (Cytiva, Cat# 17544202). For further sorting, isolated cells were stained by APC/Cy7 anti-human CD45 antibody (Biolegend, Cat# 368515), APC anti-human CD34 antibody (Biolegend, Cat# 378605), PerCP anti-CD8 antibody (Biolegend, Cat# 300921), PE/Cyanine7 anti-ADGRG1 antibody (Biolegend, Cat# 358205), and DAPI (Sigma-Aldrich, Cat# D9542). ADGRG1^+^CD8^+^ T cells, ADGRG1^−^CD8^+^ T cells, and blast cells were sorted from each patient. Then ADGRG1^+/−^CD8^+^ T cells (∼ 2 × 10^4^/well in a 96-well plate) were cocultured with matched blasts with an E: T ratio of 1:1 for 24 h. After 24 h coculture, cells were stained by APC/CY7 anti-human CD3 antibody (Biolegend, Cat# 300317) and PE anti-human CD123 antibody (Biolegend, Cat# 983706). The CD3^−^CD123^+^ cells were residual blasts and the absolute count was calculated by CountBright™ absolute counting beads (Thermo Fisher, Cat# C36950). The cell killing ability was measured by $$\frac{Absolute\:count\:of\:residual\:blast\:cells\:at\:24h}{Absolute\:count\:of\:blast\:cells\:at\:0h}$$.

### Quantification and statistical analysis

Statistical analyses were performed using GraphPad Prism (version 9.4.0) and Python (version 3.9.9). Graphs were mainly generated using GraphPad Prism and Matplotlib (version 3.5.1) package. All error bars were reported as mean ± SEM. The level of significance was indicated as p-value: ns > 0.05, * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

## Results

### Single-cell characterization of T cells in newly diagnosed AML patients with *RUNX1::RUNX1T1*

To explore the heterogeneity of T cell compartment and the characteristics of tumor-reactive T cells, we collected BM T cells from 5 newly diagnosed AML patients with *RUNX1::RUNX1T1* and performed scRNA-seq and scV(D)J-seq (Fig. 1A). AML patients’ characteristics are described in Supplementary Table S1. To identify potentially tumor-reactive T cells (pTRTs) and help cluster annotation of the BM T cell landscape, we integrated a T cell reference from 20 healthy donors [22] (HDs) with AML patients’ data. In total, 57,186 T cells (25,868 cells from AML patients and 31,318 cells from HDs) were integrated after quality control, doublet removal, and batch correction (Supplementary Figure S1A). In addition, to evaluate T cell activities in AML patients, we performed scV(D)J-seq and identified paired productive ɑ and β chain in 22,214 T cells.

**Fig. 1:**
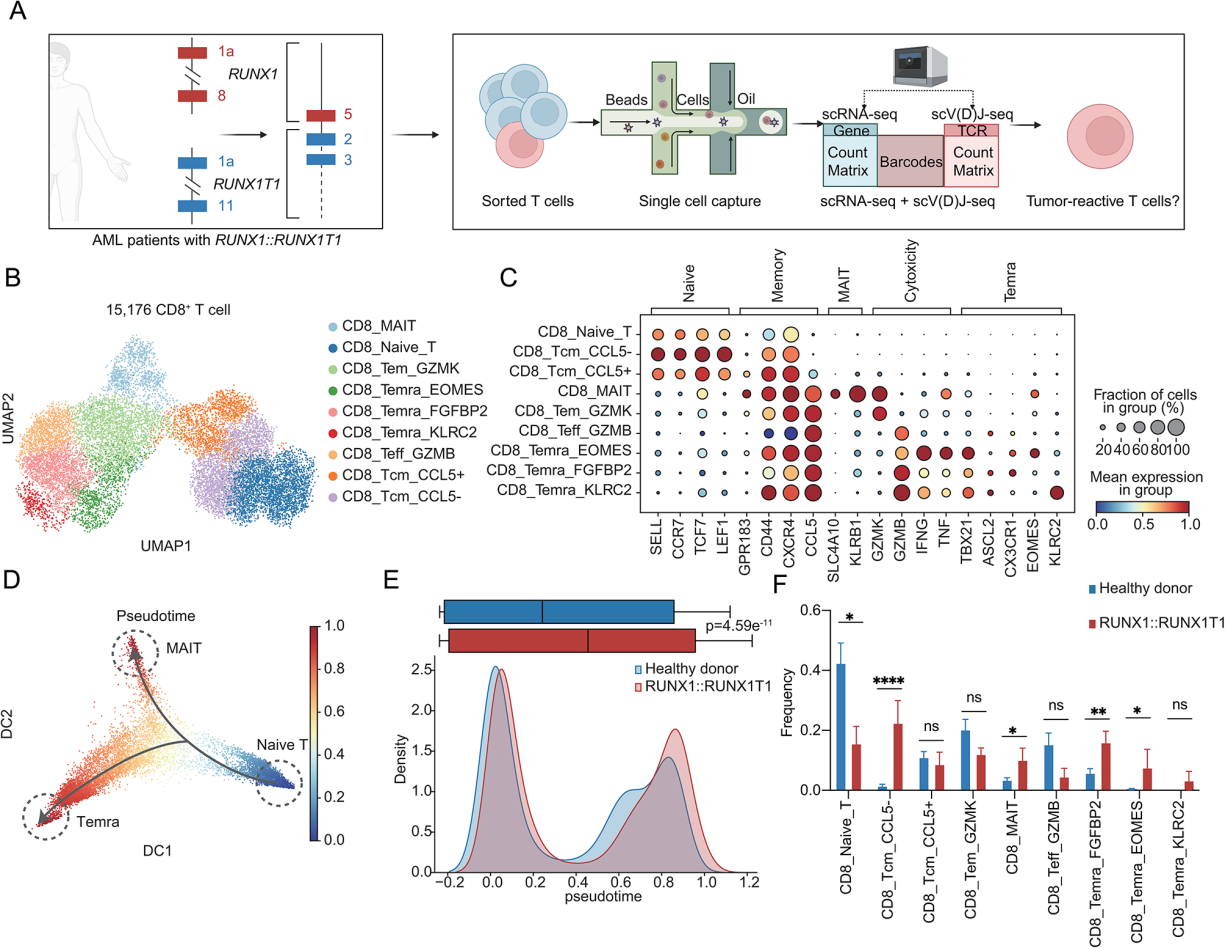
The single cell profile of T cells from newly diagnosed AML patients’ BM with *RUNX1::RUNX1T1*. **A** Schematic overview of the study. BM samples were collected from 5 AML patients with *RUNX1::RUNX1T1*. The CD3^+^ T cells were sorted for scRNA-seq and scV(D)J-seq. This figure is edited by BioRender.com. **B** UMAP visualization of identified 9 CD8^+^ T cell clusters. The subgroups corresponding to each color in the UMAP plot are indicated in the right-side legend. **C** Dot plot showing the relative expression of marker genes across different CD8^+^ T cells. Bubble size is proportional to the percentage of cells expressing a gene and color intensity is proportional to average scaled gene expression. **D** The diffusion map of CD8^+^ T cells revealing a continuum of cellular states. The color shows the pseudotime performed by Palantir [19]. **E** Comparison of the pseudotime (calculated with Palantir) between CD8^+^ T cells in RUNX1::RUNX1T1 (red) and HD (blue) group showed by boxplot (top) and density plot (bottom). The significance was calculated by the Wilcoxon rank-sum test. **F** Boxplot showing the proportion of CD8^+^ T cell in the RUNX1::RUNX1T1 group (red) and the HD (blue) group. Student’s t-test was used to measure the differences between the two groups. p-value: no significance (ns) > 0.05, * ≤ 0.05; ** ≤ 0.01; ***≤ 0.001, **** ≤ 0.0001

Based on classical gene markers, we defined 15,176 CD8^+^ T cells and annotated unsupervised clusters (Fig. 1B-C, Supplementary Figure S1B). Overall, the CD8^+^ T cells could be classified into various cell types, including CD8^+^ naïve T cells (Tn, *CCR7*), CD8^+^ central memory T cells (Tcm, naïve markers and *CD44*), CD8^+^ effector memory T cells (Tem, *GZMK*) CD8^+^ effector T cells (Teff, *GZMB*), CD8^+^ mucosal-associated invariant T cells (MAIT, *SLC4A10*, *TRAV1-2*, Supplementary Figure S1C), and CD8^+^ terminally differentiated effector T cells (Temra, *TBX21*). Through trajectory inference, we discovered that T cells differentiated into two pathways: from naive T cells to MAIT or Temra (Fig. 1D, Supplementary Figure S1D). Compared to healthy donors, T cells in AML BM were significantly more advanced in pseudotime (Fig. 1E, Supplementary Figure S1E). From the distribution of cell clusters, we found that the total percentage of Tn in the RUNX1::RUNX1T1 group was much lower (15.56% vs. 42.45%, *p* = 0.04), while the percentage of Temra increased (CD8_Temra_FGFBP2: 15.95% vs. 5.72%, *p* = 0.007; CD8_Temra_EOMES: 7.52% vs. 0.42%, *p* = 0.04).

In addition, we also defined the 5,555 CD4^+^ T cells based on classical gene markers (Supplementary Figure S1F-I). Similarly, we could also observe a decrease in Tn (16.45% vs. 73.44%, *p* < 0.0001) and an increase in more differentiated clusters of RUNX1::RUNX1T1 group (CD4_Tcm: 42.65% vs. 8.30%, *p* = 0.0007; CD4_Tem_LMNA: 24.43% vs. 5.97%, *p* = 0.004).

These data suggested that, in the BM of AML patients with *RUNX1::RUNX1T1*, the immune reserve reduced and differentiated T cells increased, indicating immune mobilization.

### The pTRTs exhibited heterogeneity in AML patients with *RUNX1::RUNX1T1*

Since AML patients exhibited abnormal distribution of T cell proportions in BM, it suggested that T cells might be activated in the presence of tumor antigen stimulation, indicating the presence of pTRTs. As pTRTs, they should be selectively enriched in the AML microenvironment, with TCR capable of recognizing AML tumor antigens and activating downstream signaling pathways, leading to T cell proliferation and clonal expansion (Fig. 2A). Therefore, to distinguish pTRTs from bystander T cells, we used four criteria mainly applied from STARTRAC [23], namely tumor enrichment index (Supplementary Figure S2A), clonal expansion index (Supplementary Figure S2B), proliferation index (Supplementary Figure S2C), and TCR signaling pathway activation [5] (Fig. 2B-C). Based on the four characteristics, we identified three Temra clusters (CD8_Terma_FGFBP2, CD8_Temra_EOMES, and CD8_Temra_KLRC2) as pTRTs and validated them by published gene sets [24] (Supplementary Figure S2D).

**Fig. 2:**
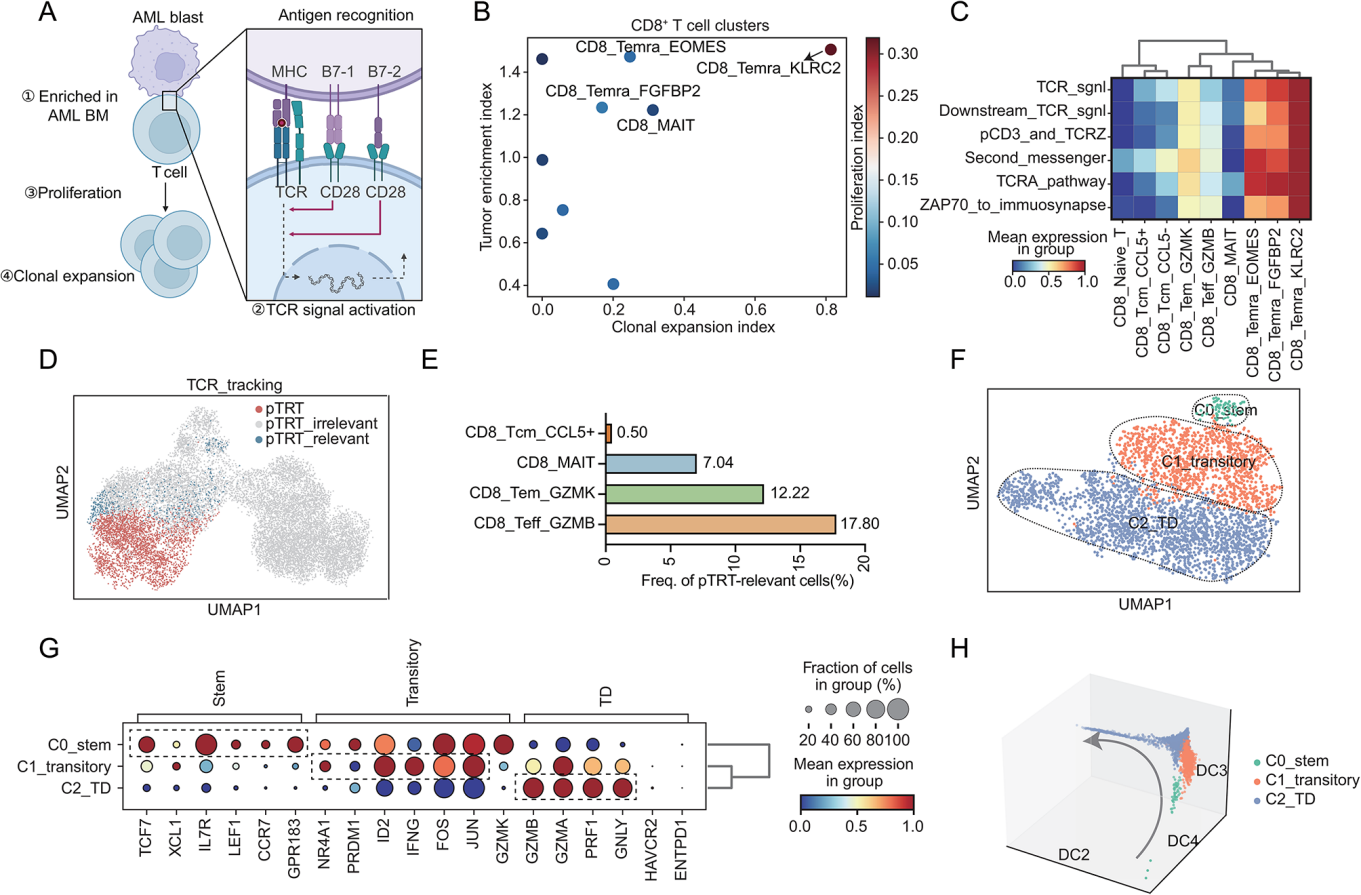
The identification and characteristics of tumor-reactive T cells in AML. **A** The schema plot for identification of pTRTs. This figure is edited by BioRender.com. **B** The scatter plot of the tumor enrichment index and clonal expansion index in each CD8^+^ T cell cluster. The proliferation index is shown in gradient color and the color bar is annotated on the right margin. **C** Heatmap showing the TCR downstream signal activation level of different clusters. TCR-signaling-related genesets were obtained from https://www.gsea-msigdb.org/gsea/msigdb/. TCR_sgnl: REACTOME_TCR_SIGNALING, Downstream_TCR_sgnl: REACTOME_DOWNSTREAM_ TCR_SIGNALING, pCD3_and_TCRZ: REACTOME_PHOSPHORYLATION_OF_CD3_AND_TCR_ZETA_CHAINS, Second_messenger: REACTOME_GENERATION_OF_SECOND_MESSENGER_MOLECULES, TCRa_pathway: BIOCARTA_TCRA_PATHWAY, ZAP70_to_immuosynapse: REACTOME_TRANSLOCATION_OF_ZAP_70_TO_IMMUNOLOGICAL_SYNAPSE. **D** UMAP visualization of clusters annotated by TCR repertoire. Red represents pTRT, blue represents pTRT-relavant cells and the rest of the cells are annotated as pTRT-irrelevant cells in grey. **E** Bar plot of pTRT-relevant cell frequency in each cluster. **F** The UMAP plot of tumor-reactive T cells. C0_stem: stem-like cluster, C1_transitory: transitory cluster, C2_TD: terminally differentiated cluster. **G** Dot plot showing the relative expression of marker genes across different tumor-reactive T cell clusters. Bubble size is proportional to the percentage of cells expressing a gene and color intensity is proportional to average scaled gene expression. **H** The diffusion map of tumor-reactive T cells. The color annotations are on the right margin. The differential trajectory is indicated by the grey arrow

To explore the origin of pTRTs, we conducted TCR-based tracing. We defined a group of cells that shared TCR with pTRTs as pTRT-relevant cells (Fig. 2D). The main components of pTRT-relevant cells belong to CD8_Teff_GZMB (17.80%) and CD8_Tem_GZMK (12.22%), which are in line with pan-cancer analysis results [5] (Fig. 2E).

Next, we performed unsupervised clustering on pTRTs and pTRT-relevant cells and defined three clusters based on different gene signatures [25] (Fig. 2F). The stem-like C0 cluster exhibited a relatively high level of naïve markers like *TCF7* and *IL7R* (Fig. 2G) which was mainly composed by CD8_Tem_GZMK (Supplementary Figure S2E-F). The transitory C1 cluster was characterized by acute-TCR-engagement-related genes (*NR4A1*, *FOS*, and *JUN*) [26] and effector makers. Compared to C1, C2 exhibited reduced expression of transitory genes and high expression of effector markers and was thus defined as the terminally differentiated (TD) cluster (Fig. 2G). Additionally, *GZMK* was highly expressed in C0, while *GZMB* was highly expressed in C1/C2, suggesting that differential expression of granule enzymes could reflect the developmental state of cells and serve as markers.

Therefore, our results indicated the existence of tumor-reactive T cells (pTRTs and pTRT-relevant cells) in the BM of AML patients carrying the *RUNX1::RUNX1T1* which showed a continuous spectrum of differentiation from the stem-like cluster to the terminally differentiated cluster (Fig. 2H, Supplementary Figure S2G).

### The tumor-reactive T cells showed distinct non-exhausted cytotoxic transcriptional features in AML

To address the molecular characteristics of tumor-reactive T cells in AML with *RUNX1::RUNX1T1*, we compared the transcriptional regulon (Fig. 3A) and gene expression profile (Fig. 3B, Supplementary Table S2) between tumor-reactive T cells and bystander T cells. The transcriptional programs regulated by *TBX21*, *ZNF595*, *FOSL2*, *ZNF83*, *ZNF484*, *IKZF2*, and *ELK3* were found to be significantly activated in tumor-reactive T cells. The *TBX21* regulon, whose target genes included *ADGRG1*, *CST7*, *CX3CR1*, and so on, was identified as a Temra-specific regulon in CD8^+^ T cells [27]. The *FOSL2* was an AP1 family member, functioning downstream of TCR signaling and driving CD8^+^ effector differentiation [28]. Consistent with the regulon profile, tumor-reactive T cells exhibited higher expression of pro-inflammatory effector molecules such as *IFNG*, *TNF*, and *PRF1* (Fig. 3C) and lower expression of genes like *LBT*, *CD27*, and *CD28*.

**Fig. 3:**
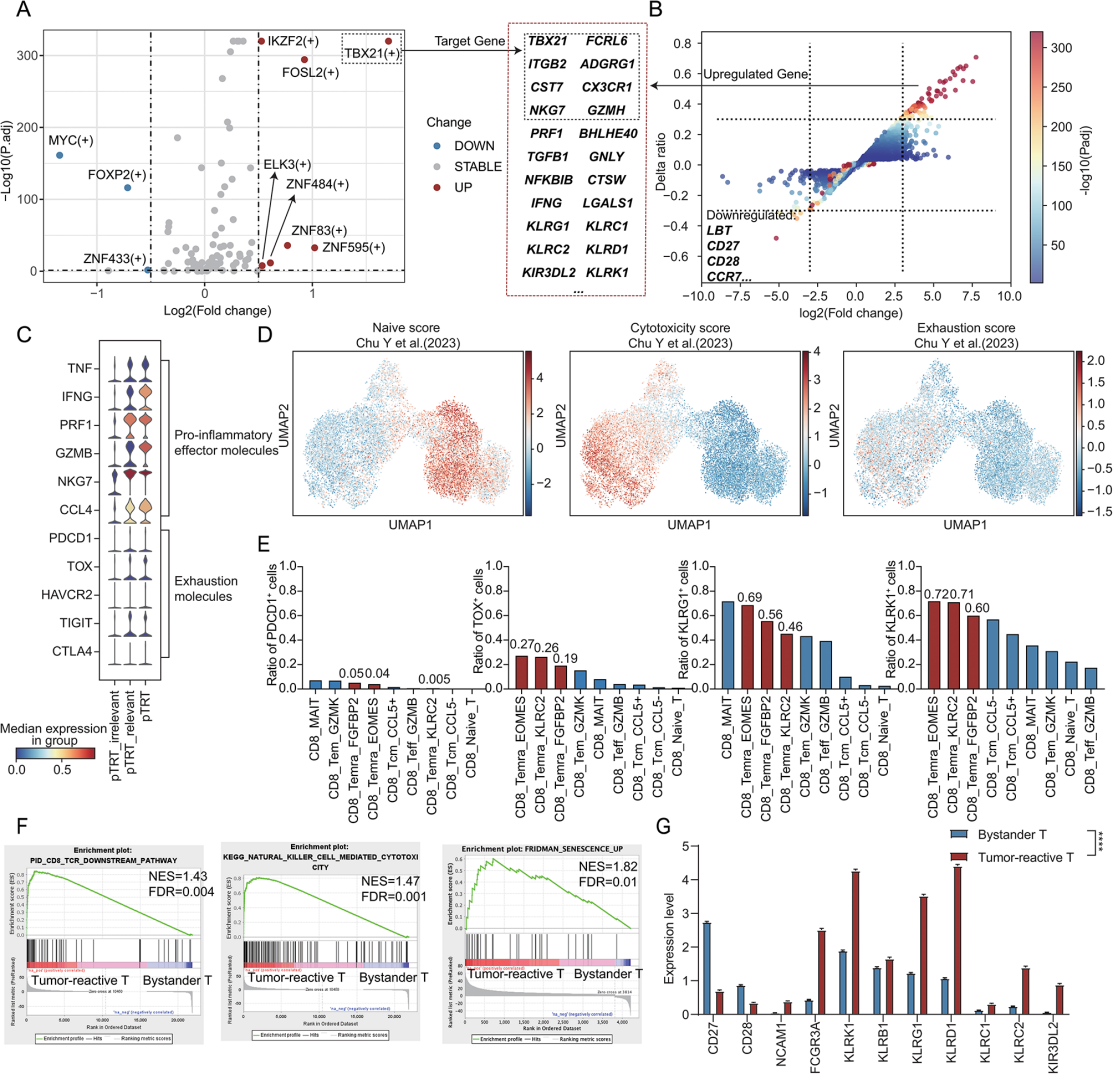
Comparing the characteristics between tumor-reactive T cells and bystander T cells. **A** Volcano plot showing the specifically activated regulons in the tumor-reactive and bystander T cells. The upregulated target genes are shown in the black dashed box. The vertical dashed line represents a log2 (fold change) value of 0.5, and the horizontal dashed line represents an adjusted p-value of 0.05. **B** Scatter plot showing the differentially expressed genes in tumor-reactive and bystander T cells. The x-axis represents the log2 (fold change) value with a threshold value of 3, and the y-axis represents the difference in expression ratios of genes between tumor-reactive T cells and bystander T cells (threshold value: 0.3), with the color of the points indicating the -log10 (p-value). The upregulated genes are partly shown in the red dashed box. **C** The stacked violin plot showing the pro-inflammatory effector molecules and exhaustion-related molecules expression in tumor-reactive T cells and bystander T cells. **D** The UMAP plot illustrating the naïve/cytotoxicity/exhaustion score in CD8^+^ T cells. The color bar is shown on the right margin. **E** Proportions of *TOX*/*PDCD1/KLRG/KLRK*-positive cells in each T cell cluster. The pTRT-related Temra clusters are drawn in red, while the rest of the clusters are in blue. **F** Representative pathways enriched in the identified genes as determined by gene set enrichment analysis (GSEA) [57]. The normalized enrichment score (NES) and the false discovery rate (FDR) are annotated in the top right corner. **G** The bar plot showing the senescence-like/NK-related gene expression between bystander T cells (blue) and tumor-reactive T cells (red). The Wilcoxon rank sum test was performed for calculation. The p-values for each gene are all less than 0.0001

Interestingly, tumor-reactive T cells demonstrated high cytotoxicity scores and low exhaustion scores (Fig. 3D). The expression levels (Fig. 3C) and proportions (Fig. 3E) of exhaustion-related markers like *PDCD1* and *TOX* were also low. This suggested that tumor-reactive T cells in AML displayed a unique non-exhausted but cytotoxic profile compared to solid tumors.

Next, we performed functional enrichment analysis on tumor-reactive T cells and found enrichment of the TCR downstream pathway validating the feature of tumor reactivity. Notably, the NK-mediated cytotoxicity pathway was enriched (Fig. 3F) and NK-related makers like *KLRG1* and *KLRK1* were significantly upregulated (Fig. 3B, Fig. 3E, Fig. 3G). These tumor-reactive cells did not express invariant Vα24-Jα18 chain and Vβ11 chain (Supplementary Figure S3), which excluded the possibility of invariant NKT (iNKT) [29].

Previous studies have indicated that Temra cells lacking *CD27*/C*D28* expression and expressing NK-related markers such as *KLRG1* exhibit a senescent-like but functionally active profile after antigen stimulation [30–34] and our results also confirmed such characteristics (Fig. 3F-G). Therefore, the tumor-reactive T cells in AML exhibited a specific non-exhausted cytotoxic Temra profile with upregulated NK-related molecules.

### The *ADGRG1* was highly and almost specifically expressed in tumor-reactive T cells

In solid tumors, the tumor-reactive T cells are characterized by high expression levels of *CXCL13* or exhaustion signatures [35]. However, tumor-reactive T cells in AML did not exhibit significant expression of *CXCL13* or classical exhaustion molecules (Fig. 4A). To explore the distinctive maker of tumor-reactive T cells in AML, we examined the average gene expression pattern of tumor-reactive T cells and bystander T cells (Fig. 4B). Genes such as *ADGRG1*, *TBX21*, *S1PR5*, *FCRL6*, and *FCGR3A* showed relatively selective expression in tumor-reactive T cells (the average expression in bystander T cells < 0.5, Supplementary Table S3). For the top 100 genes based on the delta value (Supplementary Methods), we calculated the proportion of tumor-reactive T cells among the cells expressing those genes (Fig. 4C, Supplementary Table S4). Particularly, we found that *ADGRG1* had the highest proportion (74.90%) and was almost specifically expressed in tumor-reactive T cells (Fig. 4D-E). Additionally, ADGRG1^+^ cells exhibit reduced TCR clone diversity (Fig. 4F) and a significant increase in TCR clone size (Fig. 4G-H), indicating a state of clonal expansion.

**Fig. 4:**
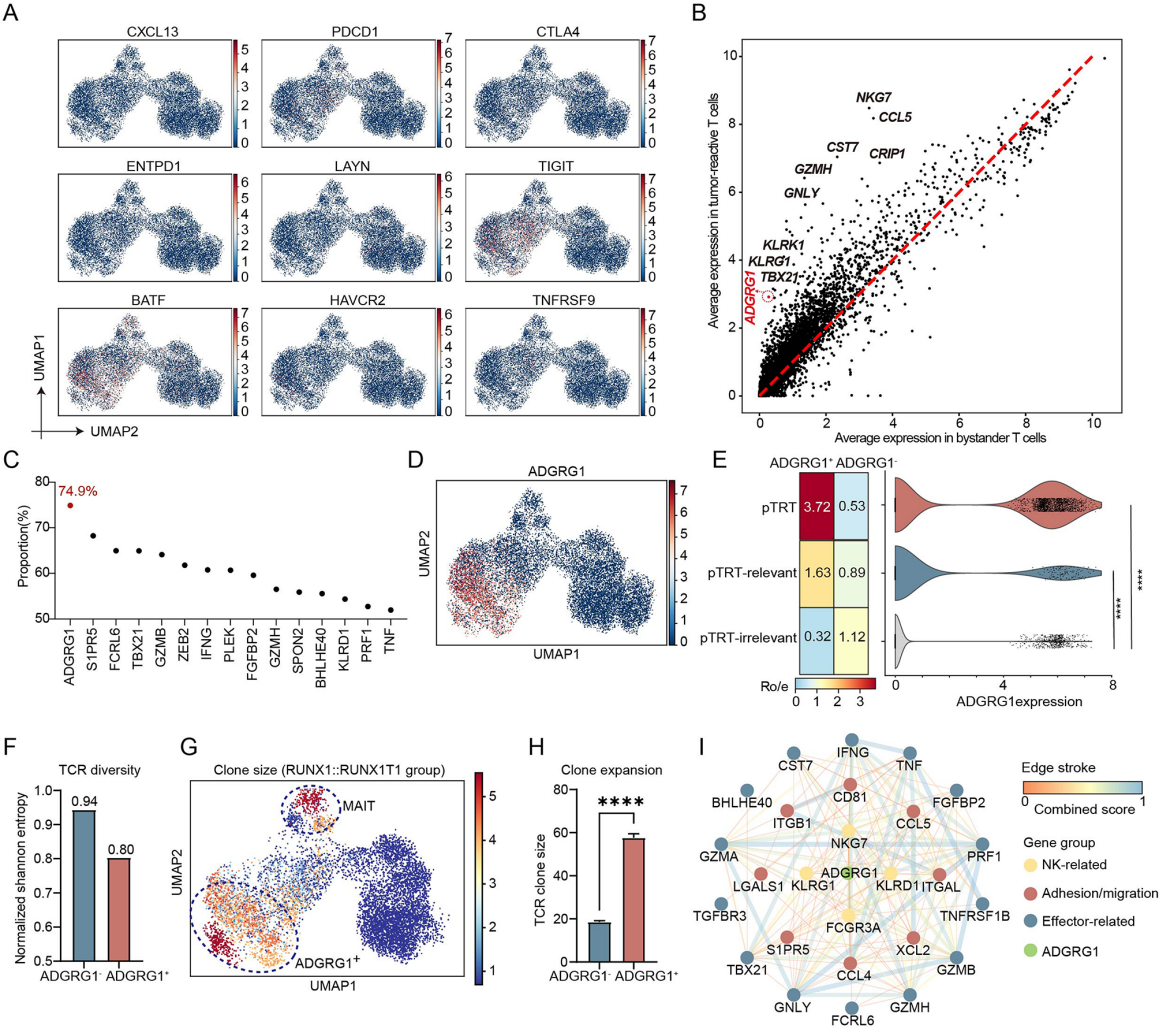
The tumor-reactive T cells expressed a high level of *ADGRG1*. **A** The feature plots showing the expression levels of tumor-reactive T cells’ marker genes in solid tumors. The color bars for each graph are placed on their respective right margin. **B** Scatter plot showing the average gene expression of tumor-reactive T cells versus bystander T cells. The horizontal axis represents the average expression level of genes in bystander T cells, while the vertical axis represents the average expression level in tumor-reactive T cells. The 45-degree red dashed line indicates where the average expression levels are equal in both cell types. Some gene names that are highly expressed in tumor-reactive T cells are labeled near their corresponding points. **C** The frequency of pTRTs in certain gene expressed cells. The *ADGRG1* gene is shown in red dot. **D** The UMAP plot visualizing the *ADGRG1* expression in CD8^+^ T cells. **E** The distribution pattern of ADGRG1^+/−^CD8^+^ T cells. (Left) matrix plot showing distribution prevalence estimated by Ro/e. (Right) violin plot showing the *ADGRG1* expression among pTRT, pTRT-relevant, and pTRT-irrelevant groups. **F** Bar plot showing the normalized Shannon entropy of ADGRG1^−^ and ADGRG1^+^ cells. **G** UMAP plot of the log-transformed clone size value in the RUNX1::RUNX1T1 group. The color bar is shown on the right side. **H** Bar plot showing the clone size of ADGRG1^−^ and ADGRG1^+^ cells. **I** The functional module involved by *ADGRG1* based on STRING [58]. The edge stroke color is scaled by combined score which was computed by combining the probabilities from the different evidence channels and corrected for the probability of randomly observing an interaction [59]. The gene group annotation is shown on the right margin. In Fig. 4E and H, the Wilcoxon rank-sum test was applied to calculate the p-value (**** ≤ 0.0001)

ADGRG1, also known as GPR56, is a member of the adhesion G protein-coupled receptor (GPCR) family. *ADGRG1* is expressed in NK cells, gdT cells, and terminal effector T cells in healthy human BM (Supplementary Figure S4A-B) [22, 36]. In mouse, Adgrg1 is expressed in hematopoietic stem/progenitor cells (Supplementary Figure S4C-D) [37, 38]. Notably, ADGRG1 has also been found to serve as a marker for leukemia stem cells [39]. Recent studies have revealed that ADGRG1^+^CD8^+^ T cells, following allogeneic HSCT, function as allo-reactive cytotoxic T cells that are capable of recognizing the patients’ original AML blasts [40]. By performing network analysis, we demonstrated that the upregulated genes in the ADGRG1^+^ group like *IFNG*, *S1PR5*, and *CD81* were involved in a functional module with *ADGRG1* (Fig. 4I), indicating the relation between *ADGRG1* and T cell effector function.

Thus, we observed an elevated expression of *ADGRG1* specifically in T cells of AML, particularly in tumor-reactive T cells, suggesting its potential utility as a marker for tumor-reactive T cells.

### The *Adgrg1* was specifically expressed in tumor-reactive T cells in the Runx1::Runx1t1 mouse model

Due to the complexity of patient genetic backgrounds, we established the Runx1^Runx1t1/+^; Mx1-Cre mouse model by conditionally knocking in the *Runx1::Runx1t1* gene (Supplementary methods) with a cleaner and more controlled background to further validate the previous results (Fig. 5A). We sorted mCherry^−^ T cells indicating the absence of *Runx1::Runx1t1* fusion gene expression from Runx1^Runx1t1/+^; Mx1-Cre mouse (the Runx1::Runxt1 group) and Runx1^Runx1t1/+^; w/o Mx1-Cre mouse (the control group), respectively. The freshly sorted cells were profiled by scRNA-seq and scV(D)J-seq from 10× Genomics. 

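Gene expression was measured by droplet single-cell RNA sequencing with 10x Genomics 5′ chemistry, and the T cell receptor (TCR) chains of the same cells were sequenced in a companion library. The mice had received 4 injections of Poly(I:C) at 5 mg/kg, an RNA mimic that switches on Mx1-Cre through interferon, and were sacrificed 4 weeks after induction. Live CD3+ cells without mCherry, the fluorescent reporter of the fusion gene, were sorted from the bone marrow. Each group consisted of 2 pools, replicate 1 and replicate 2, and each pool held cells of 2 mice, so n = 2 pools per group in every comparison, and cells were never counted as replicates. The paper gives the genotype of the control mice as Runx1Runx1t1/+ without Mx1-Cre, while the sample labels give it as wild type.
The authors mapped the reads to the mouse genome GRCm38 with Cell Ranger 6.1.2 and deposited, for each pool, the UMI counts of 32285 genes in the barcodes that Cell Ranger called as cells. A UMI marks a distinct RNA molecule, and these counts carry no normalization. The tables of TCR contigs held only high-confidence, full-length, productive TRA and TRB contigs from called cells. Replicates 1 and 2 of the Runx1::Runx1t1 group had 102883449 and 100115383 UMIs, with a median of 6356 and 6350 UMIs per barcode. Replicates 1 and 2 of the control group had 90958101 and 99869646 UMIs, with a median of 6239 and 6368 UMIs per barcode.
Starting from these counts, cells were filtered, doublets were removed, and cells were clustered in 2 rounds as the paper's supplementary methods describe, with 4000 highly variable genes, 50 principal components and a batch-balanced neighbor graph. The clustering of Cd8+ and Cd4+ T cells, the second round, was run without immunoglobulin, TCR, ribosomal and proliferation genes, as in the paper. Adgrg1, Pdcd1, Osgin1, Lag3 and Chn2 were also left out, so that none of these 5 genes shaped the second-round clusters behind the classes. The first round, which set the cells counted as Cd8+ or Cd4+, left out no genes in this way. The first-round resolution and part of the rule that names clusters were settled after the data had been seen. Counts were summed per pool before any test across genes, and intervals on shares cover counting error only.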

We obtained a total of 43,450 high-quality cells after quality control (21,410 from the control group and 22,040 from the Runx1::Runxt1 group) (Fig. 5B). 

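The 4 libraries held 56649 barcodes, and 52924 cells were kept with the paper's limits on genes and mitochondrial UMIs and with doublets removed as given below. In the Runx1::Runx1t1 group 26694 cells were kept, 13795 in replicate 1 and 12899 in replicate 2. In the control group 26230 cells were kept, 12764 in replicate 1 and 13466 in replicate 2. The filters removed 17 barcodes with fewer than 200 genes and 796 with more than 15% mitochondrial UMIs. Scrublet, a tool that scores each barcode against simulated pairs of cells, marked 684 doublets with its automatic threshold in replicate 2 of the Runx1::Runx1t1 group, or 5.04% of the barcodes. In the other 3 libraries its automatic threshold marked at most 0.00703% of barcodes, and the 5% of barcodes with the highest scores were removed in its place, ties included. The number of cells kept moved most when the limits were set to at least 500 genes and at most 5% mitochondrial UMIs, which left 49752 cells. This is still above the 43450 cells of the paper, and the source of that gap was not found.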

Besides, to examine the T cell patterns, we performed scV(D)J-seq and identified paired productive α and β chains in 35,379 T cells.

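A TRA and a TRB chain were both found in 35882 of the 52924 cells, or 67.8%. The share was 70.8% (95% Wilson interval 70.1% to 71.6%) and 67.7% (66.9% to 68.5%) in replicates 1 and 2 of the Runx1::Runx1t1 group. It was 65.5% (64.7% to 66.3%) and 67.0% (66.2% to 67.8%) in replicates 1 and 2 of the control group. For each chain the contig with the most UMIs was used, and cells with a single kind of chain, 1232, 1009, 1388 and 1438 in the same order of pools, were left out. No cell had more than 2 chains of a kind. Cells with the same nucleotide sequence of both CDR3 regions, the parts of the chains that contact the antigen, were counted as 1 clonotype, which gave 28783 clonotypes in all. There were 7489 and 5370 clonotypes in the pools of the Runx1::Runx1t1 group, and 7770 and 8162 in those of the control group. With every cell that had an extra chain left out, 29211 cells with paired chains remained.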

**Fig. 5:**
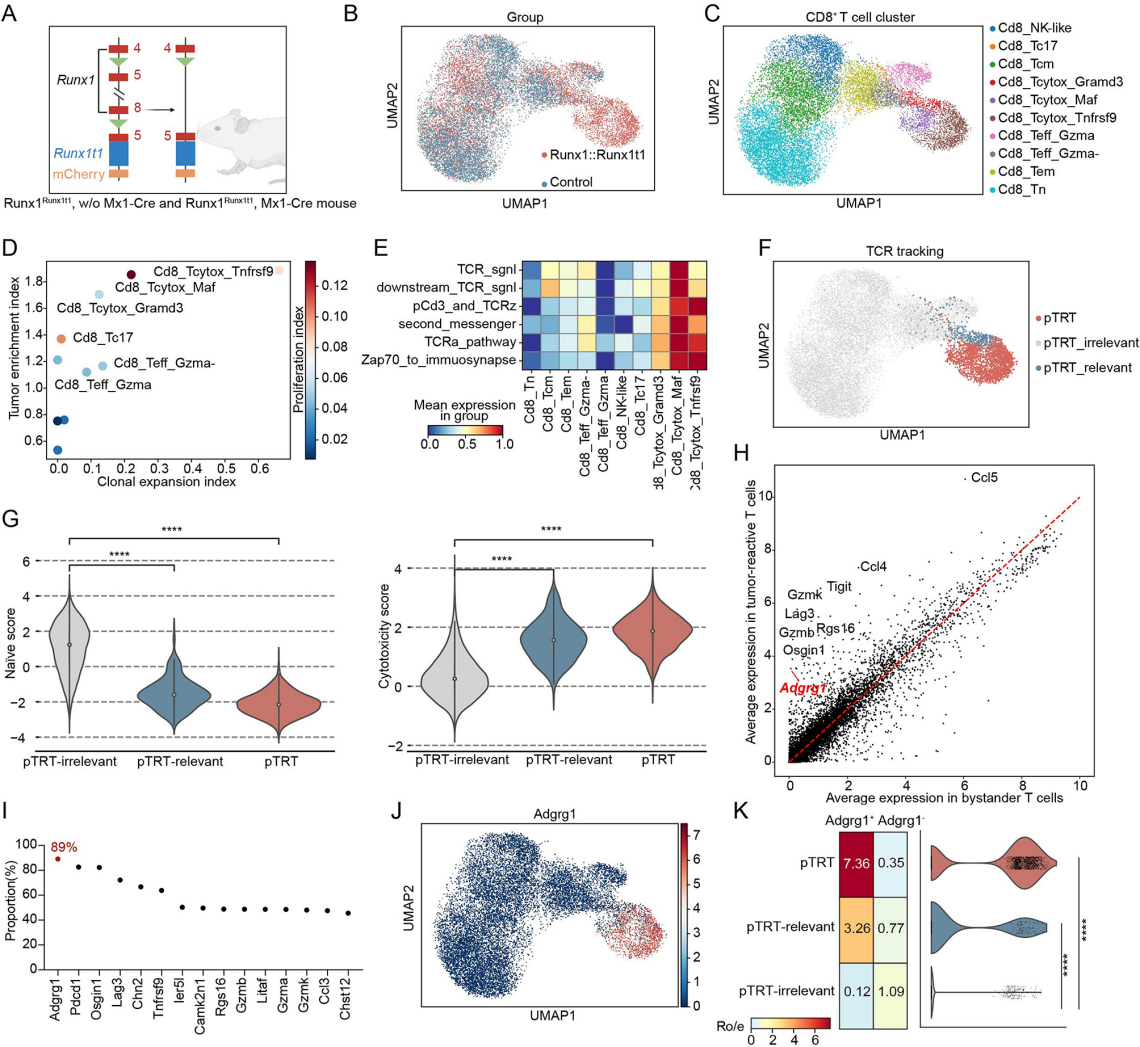
The T cell profile in the BM of Runx1^Runx1t1/+^; Mx1-Cre mouse. **A** Overview of Runx1^Runx1t1/+^; Mx1-Cre mouse model construction. The conditional inducible knock-in C57BL/6 murine model was established with an inducible Cre recombinase (Mx1-Cre) and heterozygous conditional knock-in of *Runx1::Run1t1* in the hematopoietic system (the Runx1::Runx1t1 group), in which the mCherry^+^ cell indicated the *Runx1::Runx1t1* fusion gene expression. The mouse with heterozygous conditional knock-in of *Runx1::Run1t1* and without Mx1-Cre was categorized as the control group which is mCherry^−^. This figure is edited by BioRender.com. **B** UMAP visualization of mouse BM Cd8^+^ T cells. Red represents the Runx1::Runx1t1 group and blue represents the control group. **C** UMAP plot showing the identified 10 Cd8^+^ T cell clusters. The subgroups corresponding to each color in the UMAP plot are indicated in the right-side legend. **D** The scatter plot of the tumor enrichment index and clonal expansion index in each mouse Cd8^+^ T cell cluster. The proliferation index is shown in gradient color and the color bar is annotated on the right margin. **E** Heatmap showing the TCR downstream signal activation level of different mouse Cd8^+^ clusters. The abbreviation of TCR signaling pathways is the same as that in Fig. 2C. **F** UMAP visualization of clusters annotated by TCR repertoire in mouse Cd8^+^ T cells. Red represents pTRT, blue represents pTRT-relevant cells and the rest of the cells are annotated as pTRT-irrelevant cells in grey. **G** The violin plot showing the naïve score (left) and the cytotoxicity score (right) among pTRT, pTRT-relevant, and pTRT-irrelevant groups. **H** Scatter plot showing the average gene expression of tumor-reactive T cells versus bystander T cells in mouse Cd8^+^ T cells. **I** The frequency of pTRTs in certain gene expressed cells. The *Adgrg1* gene is shown in red dot. **J**, The UMAP plot showing the *Adgrg1* expression in mouse Cd8^+^ T cells. **K** The distribution pattern of Adgrg1^+/−^Cd8^+^ T cells. (Left) matrix plot showing distribution prevalence estimated by Ro/e. (Right) violin plot showing the *Adgrg1* expression among pTRT, pTRT-relevant, and pTRT-irrelevant groups. In Fig. 5G and K, the Wilcoxon rank-sum test was applied to calculate the p-value between pTRT/pTRT-relevant group with pTRT-irrelevant group: (**** ≤ 0.0001)

Overall, unsupervised clustering identified 10 clusters of Cd8^+^ T cells (Fig. 5C) and 15 Cd4^+^ T cells (Supplementary Figure S5D), each with unique signature genes (Supplementary Figure S5A, Supplementary Figure S5E-F). 

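In the first round, 21 clusters were found, and a cluster was counted as Cd8+ or Cd4+ when over 50% of its cells had a UMI of that lineage, its mean exceeded that of the other lineage, and over 50% had a Cd3d, Cd3e or Cd3g UMI. This gave 24829 Cd8+ T cells, 6746 and 7525 in the pools of the Runx1::Runx1t1 group and 4931 and 5627 in those of the control group. It gave 9814 Cd4+ T cells, 3641 and 3047 against 1540 and 1586. The remaining 18281 cells were in other clusters. They included 2 clusters of Cd3+ cells with Klr genes and a Cd8a or Cd8b1 UMI in under 50% of cells, which held 9.02% and 5.08% of the cells kept in the Runx1::Runx1t1 group and 32.4% and 28.5% in the control group.
The resolution of the second round was raised in steps of 0.1 until at least 10 Cd8+ and 15 Cd4+ clusters were found, so the numbers of clusters were set by the paper's and are not a measurement. The Cd8+ T cells fell into 11 clusters and the Cd4+ T cells into 18. Clusters were named from lists of marker genes fixed in advance, and a cluster stayed unnamed when fewer than 3 markers of a list stood out or when its leading genes belonged to another class. Of the Cd8+ clusters, 3 were naive-like, and 1 each was memory-like, cytotoxic-like, effector-like, NK-like and interferon-like. The other 3 stayed unnamed, among them cluster 2, in which Cd4 was a leading gene, and cluster 9, in which 90.1% of cells were proliferating. Of the Cd4+ clusters, 2 were naive-like, 3 follicular helper-like, 2 regulatory-like, and 1 each cytotoxic-like, Th1-like, type 17-like, memory-like and interferon-like, and 6 stayed unnamed. These names were rebuilt from markers and are not the paper's own annotation. The cytotoxic-like markers were Gzmb, Gzmk, Tnfrsf9, Maf, Ccl3, Ccl4, Rgs16, Tigit, Cxcr6, Nr4a2, Tox and Gramd3. That name stands for this list and not for cytotoxic genes alone, and the list includes genes after which the paper names its pTRT clusters.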

Cd4^+^ T cells and Cd8^+^ T cells both exhibited a reduction in immune reserve cells like Tn and an increase in terminally differentiated T cells like cytotoxic T cells (Tcytox, Supplementary Figure S5B, Supplementary Figure S5G).

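Naive-like cells made up 36.3% and 23.0% of Cd8+ T cells in the pools of the Runx1::Runx1t1 group and 62.7% and 52.8% in those of the control group. The means were 29.7% ± 9.44 and 57.7% ± 6.95 (SD, n = 2 pools each), and the share fell by 28.1 percentage points. Between pools of the same replicate number the share fell by 26.3 and 29.9 points. This difference moved most with Cd8+ clusters taken at over 25% of cells with a Cd8a or Cd8b1 UMI, a setting chosen after seeing the data, where the share fell by 4.83 points.
Cytotoxic-like cells made up 9.59% and 33.9% of Cd8+ T cells in the Runx1::Runx1t1 group and 1.60% and 2.33% in the control group. The means were 21.7% ± 17.2 and 1.97% ± 0.513 (SD, n = 2 pools each), a rise of 19.8 percentage points that was close to the spread between the pools of the Runx1::Runx1t1 group. Without replicate 2 of the Runx1::Runx1t1 group the rise was 7.63 points, and without its replicate 1 it was 31.9 points. With each clonotype counted once per pool it was 2.87 points.
Among Cd4+ T cells, naive-like cells made up 20.2% and 24.4% in the Runx1::Runx1t1 group and 27.7% and 29.3% in the control group, and the share fell by 6.20 percentage points. With each clonotype counted once per pool it fell by 1.91 points. Of its 2 clusters, cluster 3 had Lrrc32, also a leading gene of a regulatory-like cluster, among its leading genes. Cluster 0 alone, looked at after the data were seen, made up 12.4% and 16.7% against 16.3% and 17.0%, which did not separate the groups. A first-round cluster of 2837 cells with Zbtb16 and Il4 among its leading genes was left out of the Cd4+ T cells. It held 757 and 343 cells against 824 and 913, and 19.6% had a Cd4 UMI. The paper shows an iNKT cluster beside its Cd4+ clusters. Counting these cells as Cd4+ would lower the naive-like share, more so in the control group, so its fall may not hold. Cytotoxic-like cells made up 11.6% and 17.5% of Cd4+ T cells against 0.714% and 0.504%, with means of 14.5% ± 4.22 and 0.609% ± 0.148 (SD, n = 2 pools each). At the first-round resolution of 1, chosen after seeing the data, no Cd4+ cluster was named cytotoxic-like and this difference was 0.
For each of the 4 shares, both pools of one group lay on the same side of both pools of the other. The two-sided exact permutation test over the pools gave p = 0.333 for each, which is the smallest p that 2 pools against 2 allow, so no difference could pass 0.05. Such separation was common, with 5 of 6 named Cd8+ classes and 6 of 8 named Cd4+ classes. Follicular helper-like cells made up 12.0% ± 0.600 of Cd4+ T cells in the Runx1::Runx1t1 group and 23.8% ± 7.55 in the control group (SD, n = 2 pools each).

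**Figure D1:**
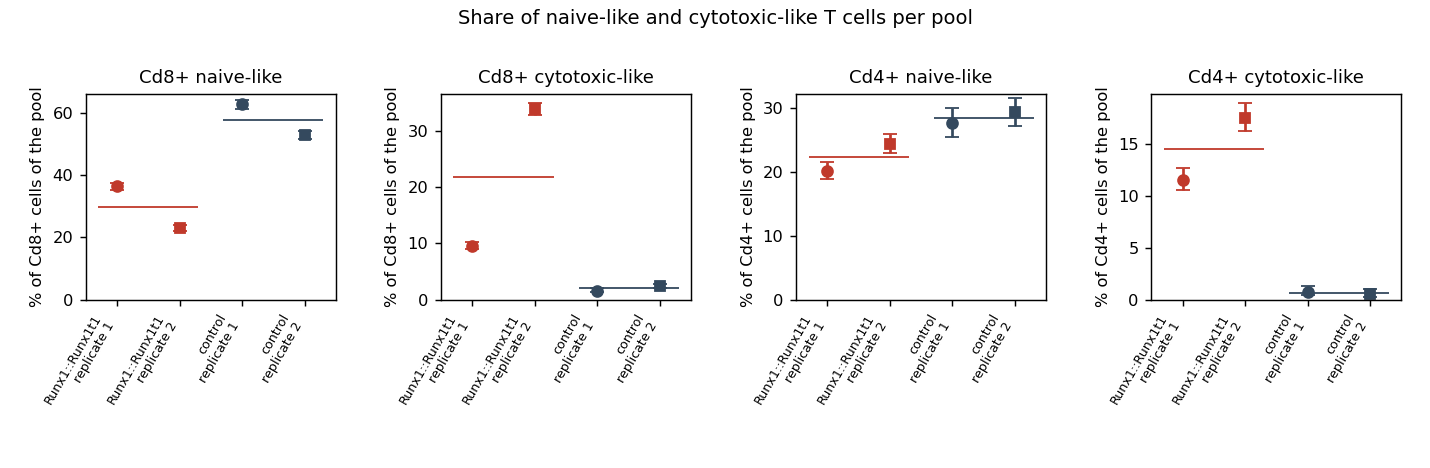
Share of naive-like and cytotoxic-like cells (y axis, percent of the Cd8+ or Cd4+ T cells of the pool) in the Runx1::Runx1t1 group (red) and the control group (dark). Each point is 1 pool (circles, replicate 1; squares, replicate 2), bars are 95% Wilson intervals and horizontal lines are group means; the 2 red points of Cd8+ cytotoxic-like cells lie apart at 9.59% and 33.9%, both above the control pools at 1.60% and 2.33%.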

Following the steps described in patients’ data analysis, we identified pTRTs in the BM of Runx1^Runx1t1/+^; Mx1-Cre mouse, including the Cd8_Tcytox_Maf and Cd8_Tcytox_Tnfrsf9 cluster, which were specifically TCR activated and clonal expanded in the Runx1::Runx1t1 group (Fig. 5D-F). 

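The features behind pTRTs were computed for each of the Cd8+ clusters: the tumor enrichment index (Ro/e, the ratio of observed to expected cells of the Runx1::Runx1t1 group), the clonal expansion index, and a score of 19 genes of proximal TCR signaling, which stands in for the AUCell scores of the paper. A cluster was taken as pTRT when it lay above the mean over clusters on all 3 of them. The means were 0.989 for Ro/e, 0.0575 for the clonal expansion index and 1.86 for the TCR signaling score.
There were 3 clusters above all of these means. Cluster 3, the cytotoxic-like cluster with 3405 cells, had a Ro/e of 1.63, a clonal expansion index of 0.443 and a TCR signaling score of 2.10. Of its cells 647 and 2548 came from replicates 1 and 2 of the Runx1::Runx1t1 group and 79 and 131 from those of the control group. Cluster 2, unnamed, with 3836 cells, had values of 1.17, 0.0921 and 2.16, and 15.2% of its cells had a Cd4 UMI and no Cd8a or Cd8b1 UMI. Cluster 6, effector-like, with 1596 cells, had values of 1.01, 0.0862 and 2.03. Its Ro/e lay just over the mean, and its share of Cd8+ T cells did not separate the groups, with 9.92% and 3.44% in the Runx1::Runx1t1 group and 5.11% and 7.39% in the control group. The proliferation index, which was not required, was 0.0693, 0.0287 and 0.0482 for clusters 3, 2 and 6, and 0.901 for cluster 9.
Together these clusters held 8837 pTRT cells, or 37.5% and 55.4% of Cd8+ T cells in the Runx1::Runx1t1 group and 14.9% and 24.9% in the control group. The difference of 26.6 percentage points was 22.6 and 30.5 points between pools of the same replicate number. Since the rule itself asks for enrichment in the Runx1::Runx1t1 group, the direction of this difference is not independent evidence. It moved most, to 6.20 points, with each clonotype counted once per pool. Without replicate 2 of the Runx1::Runx1t1 group it was 17.6 points.
The clonal expansion index of the pTRT cells was 0.210, from 6934 cells with a clonotype. It was 0.149 and 0.375 in the pools of the Runx1::Runx1t1 group and 0.0426 and 0.0664 in those of the control group. The largest pTRT clonotype, found only in replicate 2 of the Runx1::Runx1t1 group, held 1091 of these cells, or 15.7%, and without that pool the index was 0.0984. The alternative that moved it most was clustering at the lowest resolution with at least 6 clusters, where it was 0.427. Another 294 Cd8+ T cells outside these clusters shared a clonotype with a pTRT cell and were pTRT-relevant, and the remaining 15698 were bystander T cells, with a clonal expansion index of 0.000174.

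**Figure D2:**
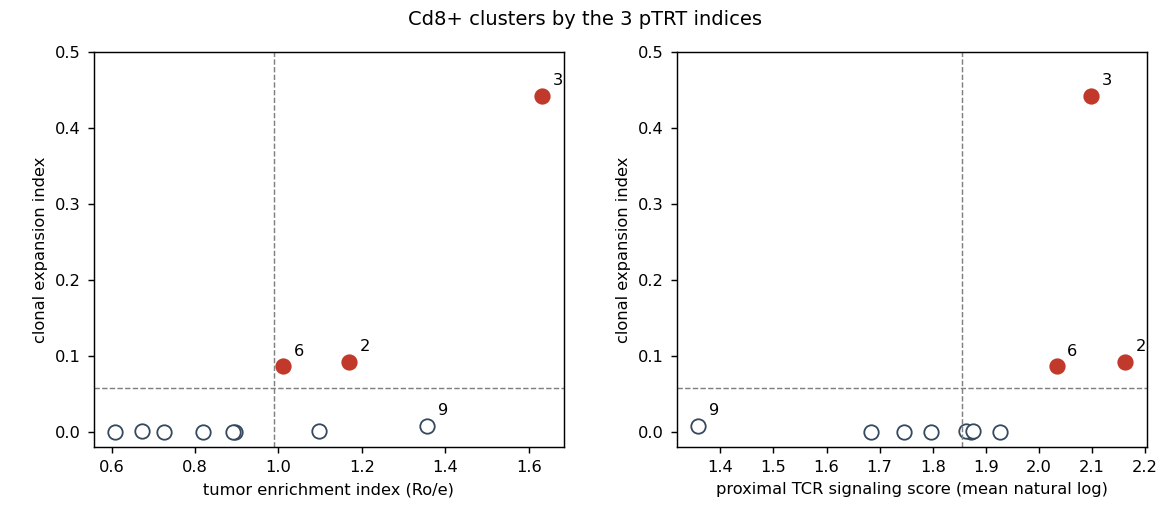
Clonal expansion index of each of the 11 Cd8+ clusters (y axis, 1 minus normalized Shannon entropy, no unit) against the tumor enrichment index (left, Ro/e) and the proximal TCR signaling score (right, mean of log values). Each point is 1 cluster, dashed lines are the means over clusters, and filled red points are the pTRT clusters 2, 3 and 6; cluster 3 stands highest at 0.443, and the proliferating cluster 9 has a high Ro/e of 1.36 with an index of 0.00752.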

Tumor-reactive T cells in the Runx1^Runx1t1/+^; Mx1-Cre mouse model also exhibited reduced naïve score, high cytotoxic score, and high senescence score (Fig. 5G, Supplementary Figure S5C).

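Scores were computed over lists of 8 naive, 10 cytotoxicity and 11 senescence genes that were fixed in advance, since the paper's text names none, on the natural log of CPM plus 1. The 8 naive genes were also the markers of naive-like clusters. None of the lists was left out of the clustering behind the classes, so the score differences are not independent evidence. Values are mean score differences, tumor-reactive T cells (pTRT and pTRT-relevant) minus bystander T cells. The naive score fell by 3.32, against an SD over cells of at most 1.20. It fell by 3.10 and 3.67 in the pools of the Runx1::Runx1t1 group and by 2.78 and 2.70 in those of the control group. The cytotoxicity score was higher by 2.60 (SD over cells 1.18 and 0.875), by 2.38 and 2.74 in the Runx1::Runx1t1 group and by 2.20 and 2.22 in the control group.
The senescence score was higher by 0.103, which was less than the SD over cells of 0.502 in tumor-reactive and 0.425 in bystander T cells. The difference had the same sign in 4 of 4 pools, 0.0878 and 0.0220 in the Runx1::Runx1t1 group and 0.161 and 0.168 in the control group, so it was larger in the control group. Without replicate 1 of the control group it was 0.0539, and it moved most, to 0.0131, with at least 6 clusters in place of 10. No UMI of B3gat1 was found in either class.
Tumor-reactive T cells had a median of 5581 UMIs and bystander T cells 7455.5. With each cell thinned to 2000 UMIs and the 443 and 142 shallower cells left out, the naive score fell by 2.50, and the cytotoxicity and senescence scores were higher by 2.25 and 0.0543.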

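UMI counts were summed per pool over the tumor-reactive and over the bystander T cells, and the sums were compared within pools by edgeR's quasi-likelihood test with the pool as a block. Of 12890 genes with enough counts, 5125 had a Benjamini-Hochberg adjusted p under 0.05, 2619 higher and 2506 lower in tumor-reactive T cells. Without replicate 1 of the Runx1::Runx1t1 group the number was 1682, which moved it most, and without replicate 1 of the control group it was 3382. With at least 6 clusters in place of 10 it was 3979. The classes were drawn from the same expression data, so these p-values describe how far the classes lie apart and are not independent evidence.
The genes with the largest rise among those that moved the same way in all 4 pools were Cd200r2, Lim2, Tmprss6, Glp1r and Pax9. Cd200r2, Tmprss6 and Glp1r were also leading genes of the cytotoxic-like cluster, so their rise follows from the clustering. Cd200r2 had 2027 UMIs in tumor-reactive and 8 in bystander T cells, of which replicate 2 of the Runx1::Runx1t1 group held 1850 UMIs of the former. Lim2 had 122 UMIs in tumor-reactive and 0 in bystander T cells, at least 94.5-fold higher relative to all UMIs, and Pax9 had 55 and 0, at least 42.6-fold higher. The genes with the largest fall were 1700062C10Rik, Syt6, Fam240a, Gm43698 and Slc6a19. For 1700062C10Rik, 3 UMIs in tumor-reactive and 788 in bystander T cells gave a 113-fold lower level (counting interval 38.6 to 549), and for Syt6, 3 and 401 UMIs gave a 57.5-fold lower level (19.5 to 280).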

To explore the gene specifically expressed in tumor-reactive T cells, we compared the gene expression level between tumor-reactive T cells and bystander T cells (Fig. 5H, Supplementary Table S5). The *Adgrg1*, *Pdcd1*, *Osgin1*, *Lag3*, and *Chn2* were predominantly expressed in tumor-reactive T cells. In particular, 89% of Adgrg1^+^CD8^+^ T cells were tumor-reactive T cells (Fig. 5I-K, Supplementary Table S6). Moreover, as all mice were under specific-pathogen-free (SPF) conditions without continuous virus antigen stimulation, the T cells with virus-specific TCR identified by trained prediction model (Supplementary methods) did not exhibit *Adgrg1* expression (Supplementary Figure S6, Supplementary methods).

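Each of the 5 genes was higher in tumor-reactive than in bystander T cells in 4 of 4 pools. Delta values are differences in mean expression on the scale of the naive score, the natural log of CPM plus 1. Lag3 (ENSMUSG00000030124, chromosome 6 of GRCm38 from 124904361 to 124911705 in GENCODE M21, protein coding) had a delta of 2.45 over all cells. Its delta was 1.73 and 3.79 in the pools of the Runx1::Runx1t1 group and 0.797 and 0.453 in those of the control group. Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553) had a delta of 1.88, with 1.33 and 3.02 against 0.407 and 0.250. Osgin1 (ENSMUSG00000074063, chromosome 8, 119434124 to 119446256) had a delta of 1.43, with 0.659 and 2.58 against 0.120 and 0.130. Chn2 (ENSMUSG00000004633, chromosome 6, 54039554 to 54301810) had a delta of 1.31, with 0.869 and 2.16 against 0.202 and 0.229. Adgrg1 (ENSMUSG00000031785, chromosome 8, 94974751 to 95014217) had a delta of 1.20, with 0.575 and 2.16 against 0.0776 and 0.0876.
Replicate 2 of the Runx1::Runx1t1 group had the largest delta for each gene. Without it, the deltas were 1.20 for Lag3, 0.854 for Pdcd1, 0.412 for Osgin1, 0.567 for Chn2 and 0.346 for Adgrg1. With each clonotype counted once per pool and class, the delta of Adgrg1 was 0.253, and with at least 6 clusters in place of 10 it was 2.34, the alternative that moved it most. Among all genes ranked by delta over cells, Lag3 was at rank 20, Pdcd1 39, Osgin1 81, Chn2 99 and Adgrg1 114. Ranked by a mean that weights the 4 pools equally, Lag3 was at 38, Pdcd1 70, Osgin1 137, Chn2 139 and Adgrg1 196.
On the sums per pool, the log2 fold change between the classes was 4.20 for Adgrg1 (standard error 0.72, adjusted p = 0.00557 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same edgeR test with Benjamini-Hochberg adjustment it was 4.58 for Osgin1 (standard error 0.68, adjusted p = 0.00326), 4.32 for Pdcd1 (0.47, 0.00102), 4.47 for Lag3 (0.27, 0.000153) and 3.09 for Chn2 (0.58, 0.00732). Standard errors are the size of the log2 fold change divided by the square root of F. With Cd8+ T cells taken by a gate on each cell the value was 1.54 for Adgrg1 and 2.00 for Chn2, and without replicate 1 of the Runx1::Runx1t1 group 3.69 and 2.87, none of which passed 0.05. Chn2 also did not pass with Cd8+ clusters taken at over 25% (1.51), the setting chosen after seeing the data. Of the 9 genes that the paper's text names for this experiment, 7 passed over all genes tested and 8 when adjusted over the list alone, which is not independent evidence, since the study chose them on these samples.
Of the genes after which the paper names its pTRT clusters, Maf had a delta of 1.02 and was higher in 4 of 4 pools, and Tnfrsf9 had a delta of 1.09 and was higher in 3 of 4 pools. Both were markers of the cytotoxic-like name and were not left out of the clustering, so their rise is not independent evidence.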

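At least 1 Adgrg1 UMI was found in 2162 Cd8+ T cells, and 2019 of these Adgrg1+Cd8+ T cells, or 93.4% (95% Wilson interval 92.3% to 94.4%), were tumor-reactive T cells, against 36.8% of all Cd8+ T cells. The pools differed. The share was 92.4% (281 of 304 cells, 88.9% to 94.9%) and 97.0% (1685 of 1738, 96.0% to 97.7%) in the Runx1::Runx1t1 group. It was 35.7% (15 of 42, 23.0% to 50.8%) and 48.7% (38 of 78, 37.9% to 59.6%) in the control group. Tumor-reactive T cells made up 38.9%, 56.3%, 15.4% and 26.9% of all Cd8+ T cells of the same pools, so the share among Adgrg1+Cd8+ T cells was higher in 4 of 4. The mean that weights the 4 pools equally was 68.5%. Most Adgrg1+Cd8+ T cells came from replicate 2 of the Runx1::Runx1t1 group, and without it the share was 78.8%. It moved most, to 56.1%, with each clonotype counted once per pool and class. The base is then lower than 36.8% as well, since tumor-reactive T cells held 2409 clonotypes and bystander T cells 11992. Without the largest clonotype the share among Adgrg1+Cd8+ T cells was 89.4%, and with Adgrg1+ set at 2 UMIs or more it was 99.1%.
Among the 100 genes with the largest delta, the share of tumor-reactive T cells was highest for Osgin1 with 93.8% (2266 of 2416 cells), Pdcd1 with 92.8% (3059 of 3298), Gzmk with 92.1% (6843 of 7433), Lag3 with 91.0% (3848 of 4229) and Chn2 with 86.8% (2311 of 2661). Adgrg1 was not among these 100 genes. With the 4 pools weighted equally the share was 81.7% for Lag3, 77.5% for Pdcd1, 73.1% for Osgin1 and 65.5% for Chn2. The intervals of Adgrg1 and Osgin1 over all cells overlapped, so their order was not resolved at this depth.
The Ro/e of Adgrg1+Cd8+ T cells was 2.61 in pTRT cells, 0.391 in pTRT-relevant cells and 0.105 in bystander T cells, from 2009, 10 and 143 cells. The Ro/e of Adgrg1−Cd8+ T cells was 0.846, 1.06 and 1.09. Within pools, the Ro/e of Adgrg1+Cd8+ T cells in pTRT cells was 2.46 and 1.74 in the Runx1::Runx1t1 group and 2.40 and 1.90 in the control group.
An Adgrg1 UMI was found in 0.911% of bystander T cells (median 7455.5 UMIs) and in 0.633% of naive-like Cd4+ T cells (median 4623 UMIs), which were taken as the level that free RNA gives. With each cell thinned to 2000 UMIs the shares were 0.251% and 0.355%, so the share of bystander T cells was at the background. From the higher expression in tumor-reactive than in bystander T cells and from the share of tumor-reactive T cells among Adgrg1+Cd8+ T cells, the paper concludes that Adgrg1 was specifically expressed in tumor-reactive T cells of this mouse model.

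**Figure D3:**
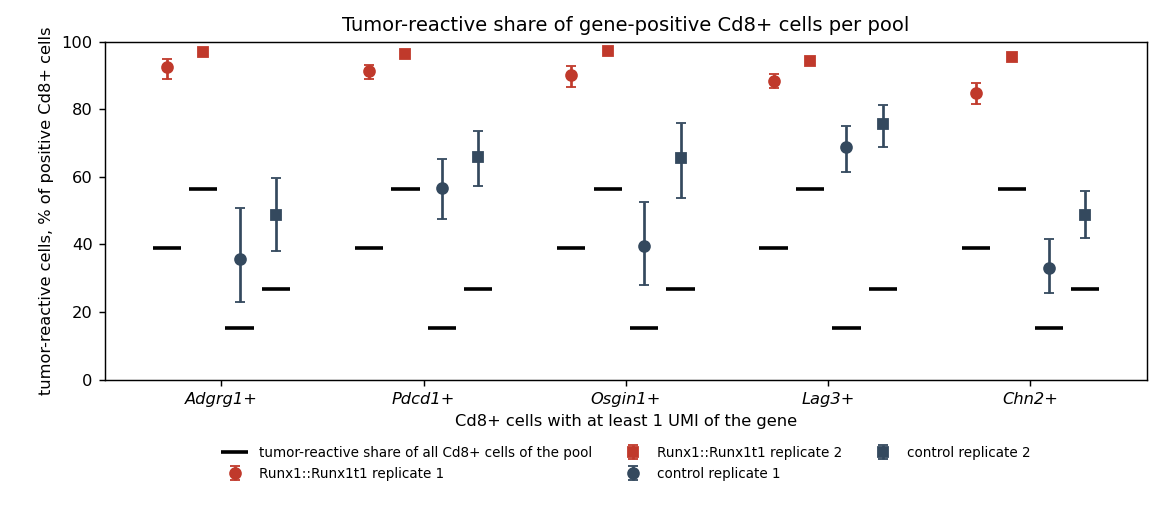
Share of tumor-reactive T cells (y axis, percent) among the Cd8+ T cells with at least 1 UMI of each of the 5 genes (x axis). Each point is 1 pool (red, Runx1::Runx1t1 group; dark, control group) with its 95% Wilson interval, and black dashes mark the tumor-reactive share of all Cd8+ T cells of that pool; for Adgrg1 the red points lie at 92.4% and 97.0% and the dark points at 35.7% and 48.7%, each above its dash.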

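Of the tumor-reactive T cells, 22.1% had an Adgrg1 UMI. The share was 10.7% (95% Wilson interval 9.58% to 12.0%) and 39.8% (38.3% to 41.3%) in the pools of the Runx1::Runx1t1 group and 1.97% (1.20% to 3.23%) and 2.51% (1.84% to 3.43%) in those of the control group. Thinned to the same depth as the bystander T cells, with 260 shallower cells left out in the Runx1::Runx1t1 group and 183 in the control group, the shares were 5.23% and 20.5% against 1.30% and 1.14%. In naive-like Cd4+ T cells of the same pools they were 0.143% and 0.281% against 0.249% and 0.903%. The tumor-reactive T cells of the Runx1::Runx1t1 group lay above this background beyond the intervals, and those of the control group as a whole did not. Cytotoxic-like Cd8+ cells of the control pools alone did, with 10.7% and 15.8% of 28 and 38 thinned cells. These control cells were shallow, with a median of 1272.5 UMIs before thinning. In bystander T cells of the control pools the thinned shares were 0.170% and 0.244%, and the tumor-reactive T cells of both pools lay above these beyond the intervals. The pools of the Runx1::Runx1t1 group thus differed from each other by more than the counting error, and both lay above both control pools.
Over all pools together, the Adgrg1+Cd8+ T cells had a clonal expansion index of 0.452 against 0.0393 for Adgrg1−Cd8+ T cells. The contrast came from the Runx1::Runx1t1 group, with 0.308 and 0.532 against 0.0457 and 0.104 in its pools. In the control group it was 0.0109 and 0.00297 against 0.00663 and 0.0194, reversed in replicate 2. The largest clonotype (TRAV6-6, TRAJ48, TRBV1 and TRBJ2-7) held 1095 Cd8+ T cells, all tumor-reactive and all from replicate 2 of the Runx1::Runx1t1 group. An Adgrg1 UMI was found in 73.9% of them, which was 809 of the 1795 Adgrg1+Cd8+ T cells with a clonotype, or 45.1%. The clonal expansion index of Adgrg1+Cd8+ T cells was 0.308 in replicate 1 of the Runx1::Runx1t1 group, where the largest clonotype held 79 such cells, and 0.0109 and 0.00297 in the control group, where 33 and 61 such cells had a clonotype. Expanded clonotypes differed in Adgrg1. Of the 4 next largest, all tumor-reactive and from the same pool as the largest, 4.07%, 65.2%, 0.840% and 52.5% of cells had an Adgrg1 UMI.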

In summary, the results obtained from Runx1^Runx1t1/+^; Mx1-Cre mouse validated the specific role of *ADGRG1* in tumor-reactive T cells of AML.

### ADGRG1^+^CD8^+^T cells were characterized as tumor-reactive T cells in AML with *RUNX1::RUNX1T1*

Combining the results from both mouse and human samples mentioned above, we hypothesized that ADGRG1^+^CD8^+^ T cells in the BM of AML patients with *RUNX1::RUNX1T1* represent tumor-antigen-experienced cytotoxic T cells. To confirm this hypothesis, we first applied anti-CD33 CAR-T and Molm13 as an artificial effector-target cell model (Fig. 6A). When only under CD3/CD28 Dynabeads stimulation, neither CAR-T nor vector T cells showed significant ADGRG1 expression. After coculturing with K562 (CD33^−^), the anti-CD33 CAR-T also lacked ADGRG1 expression. However, under CD33 antigen stimulation (Molm13), the ADGRG1 was significantly upregulated on anti-CD33 CAR-T cells (*p* = 0.016, Fig. 6B, Supplementary Figure S7A), suggesting only the TCR-antigen interaction induces the evident ADGRG1 upregulation. For ADGRG1^+^CD8^+^ anti-CD33 CAR-T after coculture with Molm13, bulk RNA-seq data (Supplementary Figure S8, Supplementary Table S7) showed that its TCR signaling pathway was activated and the cytotoxic pathway was enriched, indicating higher cell-killing ability compared with ADGRG1^−^CD8^+^ anti-CD33 CAR-T cocultured with Molm13. Like the results in scRNA-seq, ADGRG1^+^CD8^+^ anti-CD33 CAR-T also showed NK-related features and were enriched in the senescence pathway.

**Fig. 6:**
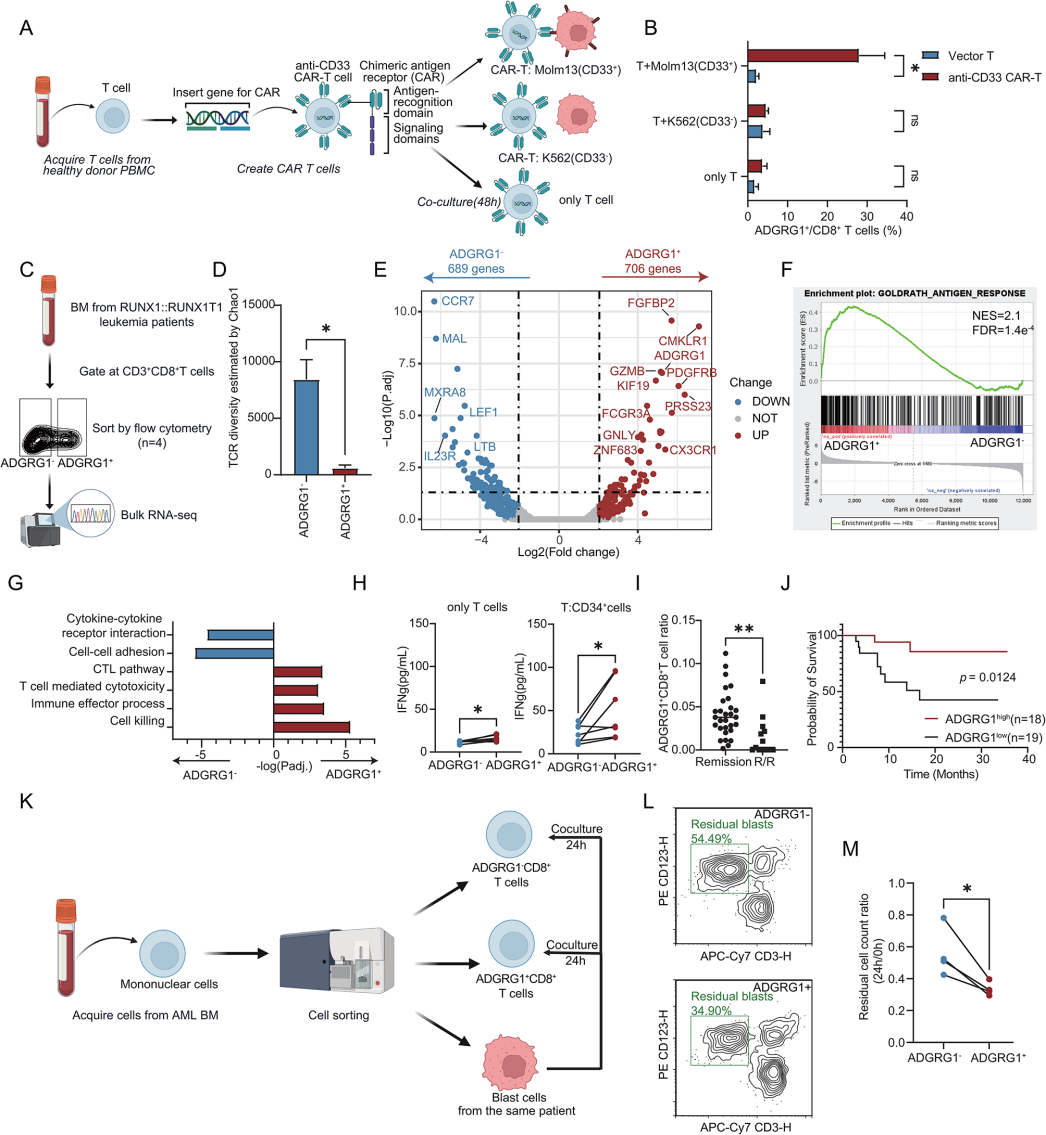
The function analysis of ADGRG1^+^CD8^+^T cells. **A** The coculture study workflow. T cells isolated from healthy donors’ peripheral blood were activated with CD3/CD28 Dynabeads and then transduced with anti-CD33 CAR-T lentivirus. On day 7 of production, anti-CD33 CAR-T cells were cocultured with AML cell line MOLM13 (CD33^+^) or K562 (CD33^−^) cells. **B** Bar plot showing the ADGRG1 expression detected by flow cytometry in CD8^+^ T cells. Blue represents vector T cells and red represents anti-CD33 CAR-T cells. **C** Schematic visualizing the sorting process for bulk RNA-seq from 4 AML BM. The ADGRG1^+^CD8^+^ T cells and ADGRG1^−^CD8^+^ T cells were sorted for following analysis. **D** The bar plot showing the TCR diversity of ADGRG1^−^ cells and ADGRG1^+^ cells reconstructed by TRUST4 [41]. **E** The volcano plot of the differentially expressed genes (DEGs) between ADGRG1^+^ cells (*n* = 3 after quality control) and ADGRG1^−^ cells (*n* = 4). The blue dots represent downregulated genes (689 genes), the red dots represent upregulated genes (708 genes), and the gray dots represent genes with no significant change. The vertical dashed line represents a log2 (fold change) value of 2, and the horizontal dashed line represents an adjusted p-value of 0.05. **F** Representative pathways enriched in the DEGs as determined by GSEA. The NES value and FDR value are annotated in the top right corner. **G** Bar plot showing the enriched pathways of DEGs. Blue represents pathways enriched in DEGs upregulated in ADGRG1^−^ cells and red represents pathways enriched in DEGs upregulated in ADGRG1^+^ cells. **H** The IFN-γ -releasing level of ADGRG1^+^CD8^+^ T cells and ADGRG1^−^CD8^+^ T cells from AML patients with *RUNX1::RUNX1T1*. The cells from the same patient are connected by lines. The IFN-γ was measured when T cells were cultured without blast cells on the left plot, and IFN-γ was measured 48 h after T cells cocultured with the corresponding patient’s BM CD34^+^ leukemia blast cells on the right plot. The p-value was calculated by paired t-test. **I** The ADGRG1^+^CD8^+^ T cell ratio calculated by deconvolution in remission patients and refractory/relapsed (R/R) patients so far. The p-value was performed by Student’s t-test. **J** Survival analysis of 37 AML patients with *RUNX1::RUNX1T1*. The p-value was determined by the log-rank test. **K** The cell killing assay workflow. Mononuclear cells were isolated from AML BM. ADGRG1^+^CD8^+^ T cells, ADGRG1^−^CD8^+^ T cells, and blast cells were sorted from each patient. Then ADGRG1^+/−^CD8^+^ T cells were cocultured with matched blasts with E: T = 1:1 for 24 h. **L** A representative flow cytometry plot of the cell killing assay result. The residual blasts are gated and the cell percentage is labeled in green. The X-axis represents CD3 (APC/Cy7) and the Y-axis represents CD123 (PE). **M** The residual blast cell count ratio between ADGRG1^−^ and ADGRG1^+^ groups. The cells from the same patient are connected by lines. The p-value was calculated by paired t-test. p-value: ns > 0.05, * ≤ 0.05, ** < 0.01, *** < 0.001, **** < 0.0001

To validate the findings in AML patients, we sorted ADGRG1^+/−^CD8^+^ T cells from 4 AML with *RUNX1::RUNX1T1* BM samples for bulk RNA-seq (Fig. 6C, Supplementary Figure S7B, Supplementary Table S8). After TCR reconstruction based on TRUST4 [41], we found that the TCR diversity of ADGRG1^+^CD8^+^ T cells was significantly lower than that of the ADGRG1^−^ group, indicating a state of TCR clonal expansion (Fig. 6D). Compared with the ADGRG1^−^ group, the ADGRG1^+^ group upregulated effector molecules like *GZMB*, NK-related genes like *FCGR3A*, Temra-related genes like *CX3CR1*, and *ADGRG1* upstream regulatory gene *ZNF683* [42] (Fig. 6E, Supplementary Table S9). Additionally, ADGRG1^+^CD8^+^ T cells exhibited antigen-response characteristics (Fig. 6F) and enriched pathways such as cytotoxicity and cell killing (Fig. 6G).

To prove that the upregulation of ADGRG1 in AML CD8^+^ T cells signifies tumor-reactive T cells, we isolated ADGRG1^+^CD8^+^ T cells and ADGRG1^−^CD8^+^ T cells from the BM samples of newly diagnosed AML patients with *RUNX1::RUNX1T1* (Supplementary Table S8) and co-cultured them with the matched patient’s BM CD34^+^ leukemia blast cells (Fig. 6H, Supplementary Figure S7C). We observed that ADGRG1^+^CD8^+^ T cells secreted higher levels of IFN-γ in the absence of leukemia cells. Upon co-culture 48 h with leukemia blasts, ADGRG1^+^CD8^+^ T cells exhibited increased IFN-γ secretion, significantly surpassing the levels observed in ADGRG1^−^CD8^+^ T cells, suggesting the tumor reactivity of ADGRG1^+^CD8^+^ T cells.

We also conducted a preliminary exploration into the clinical significance of the ADGRG1^+^CD8^+^ T cell subset. We collected BM samples from a total of 42 newly diagnosed *RUNX1::RUNX1T1* positive AML patients (Supplementary Table S10) administered in our center from September 2020 to October 2022 for bulk RNA-seq analysis. By deconvolution based on the single-cell landscape of AML patients (Supplementary Figure S9A-C, Supplementary methods, Supplementary information), the ADGRG1^+^CD8^+^ T cell ratios were calculated (Supplementary Fig. 9D). Relapsed/refractory patients had lower levels of ADGRG1^+^CD8^+^ T cells in their BM (*p* = 0.0048, Fig. 6I), suggesting that a lower proportion of these cells at the initial diagnosis might indicate a poor prognosis. Similarly, survival analysis showed that the ADGRG1^low^ group had a worse survival outcome (Fig. 6J).

### Characteristics of ADGRG1^+^CD8^+^T cells in myeloid neoplasms

To investigate whether ADGRG1^+^CD8^+^ T cells are specifically responsive to the *RUNX1::RUNX1T1* fusion protein, we used public scRNA-seq data for further analysis. The BM CD8^+^ T cell scRNA-seq data from AML/MDS patients (GSE250077) was integrated with scRNA-seq data from healthy donors [22]. In total, 23,654 CD8^+^ T cells were obtained (18,237 cells from AML/MDS patients and 5,417 cells from healthy donors). Dimension reduction, clustering, and cell annotation were performed as described workflow (Supplementary Figure S10A-C). The results showed that ADGRG1^+^CD8^+^ T cells were enriched in AML/MDS patients (Ro/e = 1.13) (Supplementary Figure S10D-E). *ADGRG1* was mainly expressed in Temra and Teff clusters (Supplementary Figure S10F). Similar to results from AML with *RUNX1::RUNX1T1*, ADGRG1^+^CD8^+^ T cells did not exhibit obvious elevated exhaustion scores but showed high cytotoxicity scores (Supplementary Figure S10G). In addition, ADGRG1^+^CD8^+^ T cells displayed upregulated cytotoxic molecules such as *GZMB* and NK-related markers like *KLRG1* (Supplementary Figure S10H). GSEA analysis showed that ADGRG1^+^CD8^+^ T cells enriched TCR signaling pathways and presented NK-like and senescence-like features (Supplementary Figure S10I). In addition, we analyzed the *Adgrg1* expression in the MLL-AF9 mouse model and found its significant upregulation in CD8^+^ Teff cells compared to that in the wild-type mice in public datasets [43] (Supplementary Figure S11).

Then we replicated the IFN-γ releasing assay in patients with other subtypes of AML to validate the function of ADGRG1^+^CD8^+^T cells (Supplementary Figure S7D, Supplementary Table S11). We obtained similar results compared with AML samples with *RUNX1::RUNX1T1*. Further, we sorted ADGRG1^+/−^CD8^+^ T cells from AML patients and cocultured them with matched blast cells for 24 h to evaluate their cell-killing ability (Fig. 6K, Supplementary Table S11). Results showed that the residual cells were significantly lower in the ADGRG1^+^ group (*p* = 0.0319), indicating its higher cell-killing ability (Fig. 6L-M). These suggested that the characteristic of *ADGRG1* as a marker for tumor-reactive T cells not only presented in *RUNX1::RUNX1T1* positive AML but also might be a common feature of tumor-reactive T cells in AML.

## Discussion

In this study, we characterized the heterogeneity of BM T cells in AML via paired scRNA-seq and scV(D)J-seq. In particular, we identified tumor-reactive T cells that exhibited distinctive non-exhausted profiles. Also, we recognized ADGRG1 as the specific marker of tumor-reactive T cells in AML. While additional experiments are necessary to confirm the genuine reactivity to AML blasts among TCR clones, the current definition methods are beneficial for our overall understanding of the traits of AML tumor-reactive T cells.

In solid tumors, tumor-reactive T cells are confined to a restricted microenvironment [44] and mainly exhibit terminally exhausted phenotypes [35]. However, our analysis shows the tumor-reactive T cells in AML lack classic exhaustion marker expression. Recently, a study has also suggested that the canonical exhausted T cells constituted less than 1% of all CD8^+^ T cells in AML [45]. Indeed, the depiction of T cell landscape in other hematologic malignancies has also revealed a limited presence of canonical exhausted T cells [32, 46]. Instead, the tumor-reactive T cells present as senescent-like cytotoxic Temra with upregulated NK markers, which has been reported as a novel dysregulation mechanism in CAR-T cells [47]. The killer cell lectin-like receptor-expressing cytotoxic phenotype has also been described as an alternate differentiation divergent from terminal CD8^+^ T cell exhaustion in relatively low antigen density niches [48]. This non-exhausted profile partially explains the reason that AML patients have little benefit from traditional immune checkpoint blockades (ICB) like anti-PD-1 therapy alone.

The identification of tumor-reactive TCR-engineered T cell (TCR-T) remains a time- and cost-consuming work [49]. To bypass the complexity of MHC typing and neoantigen prediction [50], we hope to identify characteristic markers of tumor-reactive T cells to enrich tumor-reactive TCRs. We find that ADGRG1 is specifically highly expressed in CD8^+^ tumor-reactive T cells compared to bystander T cells. Though AML with *RUNX1::RUNX1T1* patients were used as an example to explore, we also obtained consistent conclusions in other AML subtypes, suggesting that ADGRG1 could become a potential unified marker of CD8^+^ tumor-reactive T cells within AML. It could be further applied for tumor-reactive T cell enrichment, ex vivo expansion and adoptive cell therapy.

Besides serving as a marker for functional human hematopoietic stem cells [51] and leukemia stem cells [39], ADGRG1 also acts as a specific cell surface marker for cytotoxic lymphocytes [52]. In CD4^+^ T cells, researchers have found that KLRB1, KLRG1, and ADGRG1-positive T cells exhibit a high potential for tumor necrosis factor (TNF) / IFN-γ co-expression [53]. In cytotoxic NK cells, the expression of ADGRG1 is regulated by the transcriptional factor ZNF683 [42], which has also been upregulated in the tumor-reactive T cells from AML (Fig. 6E, Supplementary Table S2, S7, S9). ZNF683 regulates pathways of T cell activation/cytotoxicity and targets NK-like markers like KLRF1 through chromatin remodeling [54]. Upon antigen stimulation, it is possible that ADGRG1, as a member of the ZNF683 regulatory network, participates in the modulation of T cell effector function and NK transition, mediating the unique phenotype of AML tumor-reactive T cells. Therefore, the selective expression of ADGRG1 on CD8^+^ T cells can function as an effective indicator of TCR signal activation [55]. While previous studies have reported elevated baseline levels of ADGRG1 in T cells from cytomegalovirus-infected (CMV) patients [40, 52], our data demonstrate that T cells solely possessing virus-specific TCR do not express ADGRG1 (Supplementary Figure S6), indicating that the prerequisite for ADGRG1 expression is continuous antigen experience. For AML patients with latent CMV infection, as the CMV TCR repertoire has been studied [56], it is feasible to exclude them when screening tumor-reactive TCRs.

Meanwhile, we found that relapsed/refractory AML patients have fewer ADGRG1^+^CD8^+^ T cells at diagnosis, suggesting the lack of a robust anti-tumor immune response. Therefore, the proportion of ADGRG1^+^CD8^+^ T cells at diagnosis may serve as an early biomarker for prognosis prediction. Given the small cohort size and limited observation period, this observation needs to be followed up with larger prospective cohorts. Moreover, a larger scale of analysis across different AML subtypes is needed to confirm the role of ADGRG1 in CD8^+^ tumor-reactive T cells.

Presently, the development of T-cell therapy for AML is still underway with insufficient effectiveness. By drawing on experiences from solid tumor research, we identified tumor-reactive T cells with unique phenotypes in AML, especially AML with *RUNX1::RUNX1T1*, and detected ADGRG1 as their marker. Our findings contribute to a better understanding of the immune editing mechanisms in AML and provide a simpler, more feasible approach for future tumor-reactive TCR screening.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

Supplementary Material 12

Supplementary Material 13

## Data Availability

The human raw sequence data reported in this paper have been deposited in the Genome Sequence Archive in National Genomics Data Center, China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (GSA-Human: HRA005884, HRA007077) that are publicly accessible at https://www.ngdc.cncb.ac.cn/gsa-human. The mouse data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE263099 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263099). The human healthy donors’ BM data are obtained from GSE120221. The AML/MDS data are obtained from GSE250077. The MLL-AF9 mouse data are obtained from GSE240025 [43]. Other detailed data supporting this study’s findings are available from the corresponding author upon reasonable request.

# Supplementary material for: Identifying ADGRG1 as a specific marker for tumor-reactive T cells in acute myeloid leukemia
**Source:** Exp Hematol Oncol. 2024 Sep 6;13:92. doi: 10.1186/s40164-024-00560-0
**Supplement:** Supplementary file 2 — Supplementary Material 2

Supplementary methods

Generation of Runx1^Runx1t1/+^; Mx1-Cre mouse model

The Runx1^Runx1t1/+^; Mx1-Cre were generated by breeding Runx1^Runx1t1/+^ mice with Mx1-Cre transgenic mice by Shanghai Model Organisms Center, Inc (Shanghai, China). The Runx1^Runx1t1/+^; w/o Mx1-Cre (control group) and Runx1^Runx1t1/+^; Mx1-Cre (Runx1::Runx1t1 group) mice used in each experiment were sex-matched littermates. Mice were given 5 mg/kg body weight of GE Polyinosine-polycytosine (Poly[I:C], Cat# 27473201) every other day for consecutive 4 times by intraperitoneal (i.p.) injection to induce Cre expression. The mice were sacrificed for the following experiments four weeks after Poly[I:C] induction. The absolute number of long-term hematopoietic stem cells (LT-HSCs), short-term hematopoietic stem cells (ST-HSCs), and multipotent progenitors (MPPs) in the bone marrow (BM) increased significantly in the RUNX1::RUNX1T1 group compared with that of the control group, while common myeloid progenitors (CMPs), granulocyte/monocyte progenitors (GMPs), megakaryocyte/erythroid progenitor s(MEPs), myeloid and erythroid cells decreased obviously, presenting a significant excessive accumulation of aberrant HSCs and the differentiation blockage profile. Two mouse BM were mixed as one biological duplicate and each group in scRNA-seq included two biological duplicates. All mouse-related experimental procedures underwent review and approval by the ethics committee.

Preparation of cell suspensions from human bone marrow for scRNA-seq

The density gradient centrifugation isolated bone marrow mononuclear cryopreserved samples were thawed and washed twice with RPMI-1640 containing 10% fetal bovine serum (FBS) and filtered through a 40 µm strainer before flow cytometry sort. Cells were stained with the antibody against human CD45 (Biolegend, Cat# 982316), CD3 (Biolegend, Cat# 317317), CD4 (Biolegend, Cat# 300511), CD8 (Biolegend, Cat# 300921), and DAPI (Sigma-Aldrich, Cat# D9542). DAPI^-^CD45^high^SSC^low^CD3^+^CD4^+^CD8^-^ cells and DAPI^-^CD45^high^SSC^low^CD3^+^CD4^-^CD8^+^ cells were sorted and mixed as T cells for sequencing.

Preparation of cell suspensions from mouse bone marrow for scRNA-seq

To harvest bone marrow, place the euthanized mouse in a supine position and sterilize the skin using ethanol. The ilium\femur\fibula bones were cut off, ground in cold complete buffer (PBS with 2% FBS and 10mmol/L EDTA), and filtered through a 40 µm strainer. Then, gradient centrifugation (400G, 5min) was carried out and resuspended. EasySep™ Mouse T Cell Isolation Kit (STEMCELL, Cat # 19851) was applied to T cell negative enrichment. The enriched T cells were stained with the antibody against mouse CD3 (Biolegend, Cat# 100235) and DAPI. DAPI^-^ mCherry^-^ CD3^+^ cells were sorted in both groups by flow cytometry with a BD FACSAria™ III sorter (BD Biosciences) for the scRNA-seq library.

Processing and quality control of single-cell RNA-seq data.

For single-cell RNA-seq data, human raw reads obtained from the 10× Genomics were demultiplexed and mapped to the human reference genome GRCh38 using the Cell Ranger toolkit (version 6.1.2). Similarly, mouse raw reads were demultiplexed and mapped to the mouse reference genome GRCm38. Then cells with fewer than 200 genes detected or > 15% mitochondrial UMI counts were filtered out by Scanpy (version 1.9.1)[1]. Scrublet, the wrapper function from Scanpy, was applied to each sequencing library to remove potential doublets, setting the expected doublet rate to 0.05, and the predicted doublets were filtered out. The normalized expression matrix was calculated based on the raw UMI counts after normalizing total counts per cell (library size) and then scaled by 1e6 and logarithmically transformed by *scanpy.pp.normalize_total()* and *scanpy.pp.log1p()* function.

Dimension reduction and unsupervised clustering for scRNA-seq data

After quality control, the *scanpy.pp.highly_variable_genes()* function was performed to select the top 4,000 highly-variable genes (HVGs). Then, the effects of the total counts per cell and the percentage of mitochondrial gene counts were regressed out by the *scanpy.pp.regress_out()* function. The *scanpy.tl.pca()* function with parameter *svd_solver=’arpack’* was then applied to principal component analysis (PCA) which calculates the main axes of variation and denoises the data. To correct the batch effects from different samples, we applied BBKNN[2] to generate a batch-balanced k nearest neighbor (KNN) graph, which identifies the top neighbors of each cell in each batch separately. The *scanpy.tl.umap()* function was used for non-linear dimension reduction to generate the Uniform Manifold Approximation and Projection (UMAP) visualization. To cluster single cells by their expression profiles, we used an unsupervised graph-based clustering algorithm, Leiden, with the *scanpy.tl.leiden()* function.

After the first round of unsupervised clustering, the CD3^+^CD8^+^CD4^-^ and CD3^+^CD8^-^CD4^+^ T cells were isolated based on their average gene expression (*CD3D*, *CD3G*, *CD3E*, *CD8A*, *CD8B*, *CD4*) and were processed separately in downstream clustering and analysis.

To reduce noise and to obtain the high-resolution map, we performed two-run clustering on each dataset. The immunoglobulin genes, T cell receptor (TCR) genes, ribosome-protein-coding genes, and proliferation genes were excluded when performing clustering[3]. The second-round clustering procedure was the same as the first-round clustering, including HVGs identification, PCA matrix calculation, batch effects calculation by BBKNN, cell cluster detection by the Leiden algorithm, and dimension reduction for visualization. Marker genes and differentially expressed genes (DEGs) were detected using the *scanpy.tl.rank_genes_groups()* function with the instructed parameter.

TCR sequences assembly

For scV(D)J-seq data, the Cell Ranger toolkit (version 6.1.2) applied TCR-seq reads to the human reference genome (GRCh38) or mouse reference genome (GRCm38) to assemble TCR sequences. A Python-based toolkit, Scirpy (version 0.11.0)[4], was used for the TCR filter. The preliminary TCR sequences were filtered to keep those characterized with high confidence, full-length, productive, and assigned with a valid cell barcode and an unambiguous chain type. The *scirpy.pp.merge_with_ir()* function was used to merge TCR information with scRNA-seq data. The function *scirpy.tl.define_clonotypes()* matches cells based on the distances of their VJ and VDJ CDR3 base sequences and the value of the function parameters *dual_ir=’primary_only’* and *receptor_arms=’all’*. Each cell was assigned one pair of alpha and beta chains with the highest UMI counts. The multichain (> 2) and the orphan chain were filtered. Cells with identical TCR pairs were defined as clonotype and considered to originate from the same ancestry.

For clonotype found in both CD4^+^ and CD8^+^ T cells, the ratio of cell numbers between CD4^+^ and CD8^+^ T cells was calculated and the exclusion criteria are detailed in the previous study[3].

Single-cell trajectory analysis and definition of cell states

The interested biologically relevant subgroups, such as CD8^+^ T cells, were selected for single-cell trajectory analysis. By the function *scanpy.pp.neighbors()* and *sc.tl.diffmap()*, the cell groups were reduced dimension into diffusion map. Then the pseudo-time was calculated by Palantir (version 1.3.2)[5] with *palantir.core.run_palantir()* function. The root cell was artificially designated with biological significance, such as naïve T, and the terminal cell state was automatically calculated.

The identification of potentially tumor-reactive T cells (pTRTs)

To distinguish the T cells reacting to tumors from bystander T cells, we referenced the approach of identifying tumor-reactive T cells in STARTRAC[6] and applied it to our Python analysis workflow for AML. Mainly, we jointly analyzed the features of clonal expansion, proliferation, tumor enrichment, and TCR downstream signal activation. In the mouse model, the pTRT identification process is similar to that in human samples.

1. The clonal expansion index

The Shannon entropy is a measure of the uncertainty or randomness in a system and can be used to measure the distribution evenness of the TCR repertoire. The normalized Shannon entropy was calculated by the *scirpy.tl.alpha_diversity()* function which normalized the Shannon entropy to group size. The clonal expansion index was as “1- normalized Shannon entropy” and the high value indicated high clonality of each cluster.

1. The proliferation index

The proliferation index was used to complement the TCR-based clonal expansion index and indicated the ongoing proliferation activity of a cluster. For each cell, a proliferating score was calculated by the *scanpy.tl.score_genes()* function, which was the average expression of a set of proliferation markers (*ZWINT*, *E2F1*, *FEN1*, *FOXM1*, *H2AFZ*, *HMGB2*, *MCM2*, *MCM3*, *MCM4*, *MCM5*, *MCM6*, *MKI67*, *MYBL2*, *PCNA*, *PLK1*, *CCND1*, *AURKA*, *BUB1*, *TOP2A*, *TYMS*, *DEK*, *CCNB1*, *CCNE1*) subtracted with the average expression of a reference set of randomly sampled genes. As the distribution of the proliferating score approximated a normal distribution, the proliferating cells were defined as those with a $z score=\frac{Observation-Mean}{Standard deviation}$ of proliferating score falling outside of 1.645 standard deviation. The proliferation index was calculated as the frequency of proliferating cells in each cluster.

1. The tumor enrichment index

To quantify the enrichment of immune cell clusters between the tumor and normal group, the observed and expected frequency for each cluster in each group as previously described[7].

$$Tumor enrichment index (Ro/e)=\frac{Observed frequency in tumor group}{Expected frequency in tumor group}$$

The expected frequency was obtained from the Chi-square test via the *chi2_contingency()* function from Scipy (version 1.7.3). If the tumor-enrichment index > 1, we assumed that the cluster was more enriched in the tumor group.

1. The TCR downstream signal activation

The antigen-reactive T cells tend to exhibit high activities in TCR signaling. To value the TCR signaling pathway, we select TCR-signaling-related genesets from MsigDB (<https://www.gsea-msigdb.org/gsea/msigdb>). The AUC score of each cell in every gene set was obtained by AUCell (<https://github.com/aertslab/AUCell>, version 1.12.0). The distribution of AUC scores across all the cells allows for exploring the relative activity of the TCR signaling pathway.

**The exploration of maker genes in tumor-reactive T cells**

To explore the distinctive maker of tumor-reactive T cells in AML, we first examined the average gene expression pattern of tumor-reactive T cells and bystander T cells. For the top 100 genes based on the delta value (delta = average expression in tumor-reactive T cells - average expression in bystander T cells), the proportion of tumor-reactive T cells among the cells expressing those genes was calculated and sorted by descending to evaluate the specificity.

**The protein-protein interaction network analysis**

The genes upregulated in the ADGRG1^+^ group were obtained and inputted into the STRING database[8] to get the protein-protein interactions (PPI) with a 0.4 (medium confidence) minimum required interaction score. The Cytoscape software (version 3.9.1)[9] was used for the following interaction network visualization.

The prediction of virus-specific TCR clonotypes

Regarding the Runx1^Runx1t1/+^; Mx1-Cre mouse was C57BL/6 background with H2-K^b^ and H2-D^b^ as their MHC Class I molecules, the training CDR3 dataset was obtained from VDJdb (<https://vdjdb.cdr3.net/search>) and filtered by 1) confidence score > 0; 2) epitopes that have at least 50 paired α and β chains; 3)antigen presented by H2-K^b^ and H2-D^b^. Finally, 6 epitope prediction models(m139, M38, NP, PA, M45, PB1) were constructed based on the CDR3 sequence of paired α and β chains by TCRGP (version 1.0.0)[10] with parameters *iteration=5000* and *learning rate=0.005*. Then epitope predictions were performed on the single cell V(D)J data. The probability needed to be above a cut-off of 0.9 to be considered as specific to the tested epitope and 4 epitopes (PA, PB1, M45, m139) were recognized.

Bulk RNA-seq and data analysis

The total RNA was extracted from samples using TriZol Reagent (TaKaRa, Cat# 9109). For the data sequenced in clinical, we employed a ribosomal RNA depletion method for library preparation and sequenced in the Illumina NovaSeq 6000 platform. The adapters were removed from Fastq data by Trimmomatic (Version 0.39)[11]. Then the clean data was qualified by FastQC software (Version 0.11.9, <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/> ) and mapped to the UCSC human reference genome (hg19) using STAR (version 2.7.8a)[12]. The mapped reads for genomic features were counted by Subread (version 2.0.6)[13] via the *featureCounts()* function. The steps of data processed and sequenced in the laboratory were almost the same as clinical sequenced data, except the library was prepared using the PolyA enrichment method. Then count matrix was counted by the Python package rnanorm (version 2.1.0, <https://github.com/genialis/RNAnorm>) with the parameter *--fpkm-output* to generate the fragments per kilobase of exon model per million mapped fragments (FPKM) matrix. The differentially expressed genes were calculated by DEseq2 (version 3.18)[14], enriched by GSEA (version 4.3.2)[15], and the volcano plot was performed by ggplot2 (version 3.5.0, <https://ggplot2.tidyverse.org/> ). To reconstruct TCR information from RNA-seq data, the BAM files were analyzed by TRUST4 (version 1.0.7)[16].

**The deconvolution analysis of AML bulk RNA-seq data**

We integrate healthy donor bone marrow and our AML bone marrow scRNA-seq as a reference (**Supplementary Figure S9**, **Supplementary information**). The analysis workflow was performed by BayesPrism (version 1.3)[17] following their instructions. After cell type quality control and outlier gene filtering, the Prism object was created by *new.prism()* function with default parameters. The prism object contained the scRNA-seq reference matrix, the cell type labels of each row of reference, and the mixture matrix for bulk. Then, 42 newly diagnosed AML bone marrow with *RUNX1::RUNX1T1* bulk RNA-seq count matrices were deconvoluted through *run.prism()* function. The proportion of ADGRG1^+^CD8^+^ T cell group was estimated between remission and relapsed/refractory groups. Among them, 37 patients had survival information. We ranked these patients based on the deconvoluted proportion of ADGRG1^+^CD8^+^ T cells, categorizing them into the ADGRG1^high^ and the ADGRG1^low^ groups (**Supplementary Figure S9D**). Then survival curves were plotted using disease relapse as the endpoint and statistical analysis was performed by the log-rank test.

Supplementary information

Generation of the single-cell reference map for deconvolution

To construct a single-cell reference map for deconvolution, we collected a total of 113,089 bone marrow cells, including 74,865 total bone marrow cells from healthy donors[18], 11,311 CD34^+^ blast cells from AML patients with *RUNX1::RUNX1T1*, and 26,913 T cells from AML patients with *RUNX1::RUNX1T1*.

Through unsupervised clustering analysis, a total of 16 subgroups were identified with specific markers (**Supplementary Figure S9B-C**). The *CD34^+^* cells from AML patients were identified as the blast group, while *CD38^+^* cells from healthy donors were annotated as hematopoietic progenitor cells (HPC). Those *CD3E^+^* cells were characterized as T cells including naïve T (Tn, *CCR7*), central memory T cells (Tcm, *CD44*), mucosal-associated invariant T cells (MAIT, *SLC4A10*), effector T cells (Teff, *IFNG*), and ADGRG1^+^CD8^+^T cells (*CX3CR1*, *ADGRG1*). Cells with *CD19* and *MS4A1* expression were identified as B cells, cells with *CD28* were identified as plasma cells, while cells with *IGLL1* expression were B progenitor cells. The Ery group was characterized by erythroid markers like *HBD*. In addition, there were myeloid cells with specific markers, including monocytes (*LYZ*) and dendritic cells (DC, *FCER1A*). The 16 clusters were used as reference data for deconvolution.

Supplementary figure legends

**Supplementary Fig. 1 The transcriptional features of CD8^+^ and CD4^+^ T cells in the BM of AML with *RUNX1::RUNX1T1*. A** UMAP visualization of BM CD8^+^ T cells. Orange represents the RUNX1::RUNX1T1 group and green represents the HD group. **B** The feature plots showing the expression levels of selected genes. **C** The ribbon plot showing the V(D)J gene usage of the MAIT cluster. **D** The diffusion map of CD8^+^ T cells. The clusters corresponding to each color in the UMAP plot are indicated in the right-side legend. **E** The diffusion map of the HD group (left) and the RUNX1::RUNX1T1 group (right). The color shows the pseudotime performed by Palantir and the color bar is exhibited on the right margin. **F** UMAP visualization of identified 5 CD4^+^ T cell clusters. The subgroups corresponding to each color in the UMAP plot are indicated in the right-side legend. **G** UMAP visualization of BM CD4^+^ T cells. Yellow represents the RUNX1::RUNX1T1 group and green represents the HD group. **H** Dot plot showing the relative expression of marker genes across different CD4^+^ T cells. Bubble size is proportional to the percentage of cells expressing a gene and color intensity is proportional to average scaled gene expression. **I** Boxplot showing the proportion of CD4^+^ T cell in RUNX1::RUNX1T1 (red) and HD (blue) group. Student’s t-test was used to measure the differences between the two groups.

**Supplementary Fig. 2 The index used for pTRT evaluation of CD8^+^ T cells. A** The bar plot showing the tumor enrichment index in CD8^+^ T cell clusters. The high-score clusters are shown in red. **B** The bar plot showing the clonal expansion index in CD8^+^ T cell clusters. The high-score clusters are shown in red. **C** The bar plot showing the proliferation index in CD8^+^ T cell clusters. The high-score clusters are shown in red. **D** The violin plot of NeoTCR score in CD8^+^ T cell clusters. The NeoTCR score is calculated by gene sets published by Frank J Lowery et al[19]. **E** The UMAP plot showing the original clusters. Due to the distinct lineage origin of MAIT cells as evidenced by their TCR sequences, the MAIT cells were not incorporated in the dimension reduction and re-clustering process. **F** The box plot showing the fractions of original clusters within these newly defined clusters. **G** The UMAP plot illustrating the pseudotime performed by Palantir and the color bar is exhibited on the right margin.

**Supplementary Fig. 3 The ribbon plot showing the V(D)J gene usage of the tumor-reactive T cells.** The most frequently used gene is labeled on the plot.

**Supplementary Fig. 4 The ADGRG1/Adgrg1 expression profile in healthy people or wild-type mice A** The bar plot showing the human ADGRG1 expression profile in GSE120221[18]. **B** The bar plot showing the human ADGRG1 expression profile in the human cell atlas database[20]. **C** The bar plot showing the mice's Adgrg1 expression profile in the GSE122465[21]. **D** The bar plot showing the mice’s Adgrg1 expression profile in the GSE124822-1[22]. The y-axis represents the expression level of ADGRG1, while the x-axis represents different cell clusters (based on the cell annotation in the original article).

**Supplementary Fig. 5 The transcriptional features of Cd8^+^ and Cd4^+^ in the Runx1::Runx1t1 mouse model.** **A** Dot plot showing the relative expression of marker genes across different Cd8^+^ T cells. **B** Boxplot showing the proportion of Cd8^+^ T cell in the Runx1::Runx1t1 group (red) and the control (blue) group. **C** Violin plot showing the senescence score among pTRT-irrelevant, pTRT-relevant, and pTRT. The Wilcoxon rank-sum test was applied to calculate the p-value between pTRT/pTRT-relevant group with pTRT-irrelevant group (**** ≤ 0.0001). **D** UMAP visualization of identified 15 Cd4+ T cell clusters. **E** Dot plot showing the relative expression of marker genes across different Cd4^+^ T cells. **F** The ribbon plot showing the V(D)J gene usage of the iNKT cluster. **G** Boxplot showing the proportion of Cd4^+^ T cell in Runx1::Runx1t1 group (red) and control (blue) group.

**Supplementary Fig. 6 The identification of virus-specific T cells in the Runx1::Runx1t1 mouse models.** **A** ROC curves of four virus epitope recognition prediction models. These models were built using data from validated and paired TCR ɑ and β chain which recognized virus antigen peptides presented by MHC molecules unique to C57BL/6 background mice (H-2Kb and H-2Db) as a training set. The virus epitope is annotated on the top of each plot. **B** UMAP visualization of identified virus-specific T cells. The recognized epitope and corresponding virus source are shown on the right margin. **C** The violin plot showing the *Adgrg1* expression level among the tumor-reactive T cells, virus-specific T cells, and bystander cells. **D** The matrix plot showing the distribution prevalence of Adgrg1^+/-^Cd8^+^ T cells estimated by Ro/e among the tumor-reactive T cells, virus-specific T cells, and bystander cells. The color bar is shown on the right side of the plot.

**Supplementary Fig. 7 The characteristics of ADGRG1^+^ CD8^+^ T cells.** **A** An example of the flow cytometry plot of the coculture result. The ADGRG1^+^ fraction is gated as R5. **B** The fragments per kilobase per million (FPKM) value of ADGRG1^-^ group (n=4) and ADGRG^+^ group (n=3 after quality control) which validated the flow cytometry gating strategy. **C** The ridge plot showing the IFN-γ fluorescence intensity in different culture groups. **D** The IFN-γ -releasing level of ADGRG1^+^CD8^+^ T cells and ADGRG1^-^CD8^+^ T cells from AML patients. The cells from the same patient are connected by lines. IFN-γ was measured when T cells were cultured without blast cells on the left plot (Left). IFN-γ was measured 48h after T cells cocultured with the corresponding patient's BM CD34^+^ leukemia blast cells on the right plot (Right). The p-value was calculated by paired t-test. p value: * ≤ 0.05.

**Supplementary Fig. 8 The RNA characteristics of ADGRG1^+/-^CD8^+^ anti-CD33 CAR-T cells. A** PCA plot showing the cluster of bulk RNA-seq samples. T cells from 4 different healthy donors were used to construct anti-CD33 CAR-T and then cocultured with Molm13. After 24h, ADGRG1^+/-^CD8^+^ anti-CD33 CAR-T were sorted respectively for bulk RNA-seq. PCA analysis showed that ADGRG1^-^ and ADGRG1^+^ CAR-T cells were clustered separately. **B** The count value of the ADGRG1^+^CD8^+^ anti-CD33 CAR-T group and ADGRG1^-^CD8^+^ anti-CD33 CAR-T group which validated the flow cytometry gating strategy. **C** The volcano plot of the differentially expressed genes (DEGs) between the ADGRG1^+^CD8^+^ anti-CD33 CAR-T group and ADGRG1^-^CD8^+^ anti-CD33 CAR-T group. The blue dots represent downregulated genes (165 genes), the red dots represent upregulated genes (228 genes), and the gray dots represent genes with no significant change. The vertical dashed line represents a log2 (fold change) value of 1, and the horizontal dashed line represents an adjusted p-value of 0.05. **D-H** Representative pathways enriched in the DEGs as determined by GSEA. The NES value and FDR value are annotated in the top right corner.

**Supplementary Fig. 9 The reference single-cell transcriptome profile for deconvolution.** **A** Schema of deconvolution analysis. The bulk RNA-seq data was inputted and deconvoluted based on scRNA-seq data. Then the cluster percentages were inferred. Patients were categorized into different groups for the following analysis like survival analysis. **B** Dot plot showing the relative expression of marker genes for cell annotation. Bubble size is proportional to the percentage of cells expressing a gene and color intensity is proportional to average scaled gene expression. **C** UMAP showing the identified 16 clusters in BM. The subgroups corresponding to each color in the UMAP plot are indicated in the right-side legend. **D** The bar plot showing the ADGRG1^+^CD8^+^ T cell ratio calculated by deconvolution. The ADGRG1^high^ groups (red) and the ADGRG1^low^ groups (white) were separated by the medium value of ADGRG1^+^CD8^+^ T cell ratio.

**Supplementary Fig. 10 The *ADGRG1* expression pattern in AML/MDS BM CD8^+^ T cells from public data. A** UMAP visualization of identified 9 CD8^+^ T cell clusters. The scRNA-seq data were obtained from GSE250077 and GSE120221. The subgroups corresponding to each color in the UMAP plot are indicated in the right-side legend. **B** Dot plot showing the relative expression of marker genes across different CD8^+^ T cells. Bubble size is proportional to the percentage of cells expressing a gene and color intensity is proportional to average scaled gene expression. **C** UMAP plot showing the cell group. The dark blue represents AML/MDS group and light blue represents the HD group. **D** The UMAP plot visualizing the *ADGRG1* expression in CD8^+^ T cells. **E** The distribution pattern of ADGRG1^+/-^CD8^+^ T cells. Matrix plot showing distribution prevalence estimated by Ro/e. **F** Dot plot showing the relative expression of specific markers across different clusters. **G** The UMAP plot illustrating the cytotoxicity and exhaustion score in CD8^+^ T cells. The color bar is shown on the right margin. **H** The volcano plot of the differentially expressed genes (DEGs) between ADGRG1^+^ cells and ADGRG1^-^ cells. The blue dots represent downregulated genes (60 genes), the red dots represent upregulated genes (1154 genes), and the gray dots represent genes with no significant change. The vertical dashed line represents a log2 (fold change) value of 1, and the horizontal dashed line represents an adjusted p-value of 0.05. **I** Representative pathways enriched in the DEGs as determined by GSEA. The NES value and FDR value are annotated in the top right corner.

**Supplementary Fig. 11 The Adgrg1 expression level in the MLL-AF9 mouse model.** The data were obtained from public data[23]. WT: wild type mice. The p-value was calculated by t-test. p-value: ** < 0.01.

**References**

1. Wolf FA, Angerer P, Theis FJ. SCANPY: large-scale single-cell gene expression data analysis. Genome Biol. 2018;19:15.

2. Polański K, Young MD, Miao Z, Meyer KB, Teichmann SA, Park J-E. BBKNN: fast batch alignment of single cell transcriptomes. Bioinforma Oxf Engl. 2020;36:964–5.

3. Zheng L, Qin S, Si W, Wang A, Xing B, Gao R, et al. Pan-cancer single-cell landscape of tumor-infiltrating T cells. Science. 2021;374:abe6474.

4. Sturm G, Szabo T, Fotakis G, Haider M, Rieder D, Trajanoski Z, et al. Scirpy: a Scanpy extension for analyzing single-cell T-cell receptor-sequencing data. Bioinforma Oxf Engl. 2020;36:4817–8.

5. Setty M, Kiseliovas V, Levine J, Gayoso A, Mazutis L, Pe’er D. Characterization of cell fate probabilities in single-cell data with Palantir. Nat Biotechnol. 2019;37:451–60.

6. Zhang L, Yu X, Zheng L, Zhang Y, Li Y, Fang Q, et al. Lineage tracking reveals dynamic relationships of T cells in colorectal cancer. Nature. 2018;564:268–72.

7. Liu Y, Zhang Q, Xing B, Luo N, Gao R, Yu K, et al. Immune phenotypic linkage between colorectal cancer and liver metastasis. Cancer Cell. 2022;40:424-437.e5.

8. Szklarczyk D, Kirsch R, Koutrouli M, Nastou K, Mehryary F, Hachilif R, et al. The STRING database in 2023: protein-protein association networks and functional enrichment analyses for any sequenced genome of interest. Nucleic Acids Res. 2023;51:D638–46.

9. Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, et al. Cytoscape: A Software Environment for Integrated Models of Biomolecular Interaction Networks. Genome Res. 2003;13:2498–504.

10. Jokinen E, Huuhtanen J, Mustjoki S, Heinonen M, Lähdesmäki H. Predicting recognition between T cell receptors and epitopes with TCRGP. PLoS Comput Biol. 2021;17:e1008814.

11. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30:2114–20.

12. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinforma Oxf Engl. 2013;29:15–21.

13. Liao Y, Smyth GK, Shi W. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res. 2019;47:e47.

14. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15:550.

15. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102:15545–50.

16. Song L, Cohen D, Ouyang Z, Cao Y, Hu X, Liu XS. TRUST4: immune repertoire reconstruction from bulk and single-cell RNA-seq data. Nat Methods. 2021;18:627–30.

17. Chu T, Wang Z, Pe’er D, Danko CG. Cell type and gene expression deconvolution with BayesPrism enables Bayesian integrative analysis across bulk and single-cell RNA sequencing in oncology. Nat Cancer. 2022;3:505–17.

18. Oetjen KA, Lindblad KE, Goswami M, Gui G, Dagur PK, Lai C, et al. Human bone marrow assessment by single-cell RNA sequencing, mass cytometry, and flow cytometry. JCI Insight. 2018;3:e124928, 124928.

19. Lowery FJ, Krishna S, Yossef R, Parikh NB, Chatani PD, Zacharakis N, et al. Molecular signatures of antitumor neoantigen-reactive T cells from metastatic human cancers. Science. 2022;375:877–84.

20. Regev A, Teichmann SA, Lander ES, Amit I, Benoist C, Birney E, et al. The Human Cell Atlas. eLife. 2017;6:e27041.

21. Kurtova AV, Heinlein M, Haas S, Velten L, Dijkgraaf GJP, Storm EE, et al. Disruption of stem cell niche-confined R-spondin 3 expression leads to impaired hematopoiesis. Blood Adv. 2023;7:491–507.

22. Izzo F, Lee SC, Poran A, Chaligne R, Gaiti F, Gross B, et al. DNA methylation disruption reshapes the hematopoietic differentiation landscape. Nat Genet. 2020;52:378–87.

23. Shi R-Y, Zhou N, Xuan L, Jiang Z-H, Xia J, Zhu J-M, et al. Trafficking circuit of CD8+ T cells between the intestine and bone marrow governs antitumour immunity. Nat Cell Biol. 2024;

How the deposited data were processed for this re-analysis (not part of the article)

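The experiment compared bone marrow T cells of Runx1Runx1t1/+; Mx1-Cre mice (the Runx1::Runx1t1 group) with those of Runx1Runx1t1/+ mice without Mx1-Cre (the control group), 4 weeks after 4 injections of Poly(I:C). Each group had 2 pools of 2 mice, and each pool gave a gene expression library and a TCR library, 8 libraries in all. Groups and replicate numbers were taken from the sample labels and from the paper, and no library was moved or regrouped by its values.

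The authors made the UMI counts with Cell Ranger 6.1.2 from reads mapped to GRCm38, and deposited them for the barcodes that Cell Ranger called as cells, without normalization and before their own filters on genes, mitochondrial UMIs and doublets. The annotation release behind the counts is not stated. The authors' deposited contig tables give, for each TCR contig, the count of its UMIs, and hold only contigs that are high confidence, full length, productive, from a called cell and of chain TRA or TRB. Between 90958101 and 102883449 UMIs were counted per gene expression library. All values other than those marked as the paper's were computed from these counts.

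Barcodes with fewer than 200 genes or more than 15% mitochondrial UMIs were left out, as in the paper. Doublets were scored with Scrublet in each library at an expected rate of 0.05. Where its automatic threshold marked under 0.5% of a library, the 5% of barcodes with the highest scores were removed. This rule was applied to 3 libraries, where 5.22% (replicate 1 of the Runx1::Runx1t1 group), 5.32% (replicate 1 of the control group) and 5.38% (replicate 2 of the control group) of barcodes were removed with ties.

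Counts were scaled to 1000000 per cell and transformed as the natural log of the scaled count plus 1. Clustering used the 4000 most variable genes, regression on total counts and percent mitochondrial counts, 50 principal components without scaling, 3 neighbors from each library in a batch-balanced graph written for this purpose, and the Leiden algorithm. The first-round resolution was 2, taken after comparing 1, 2, 3, 4, 6 and 8 on how cleanly Cd4 and Cd8 UMIs separated. In the second round the resolution was raised from 0.2 in steps of 0.1 until at least 10 Cd8+ clusters (resolution 1) and at least 15 Cd4+ clusters (resolution 2) were found.

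Clusters were named from marker lists written in advance for naive-like, memory-like, effector-like, NK-like, type 17-like, cytotoxic-like, interferon-like, regulatory-like, follicular helper-like, Th1-like, NKT-like, and B, myeloid or erythroid cells. A name needed at least 3 markers that were higher in the cluster than in the other cells by at least 0.5 on the log scale and found in at least 10% of its cells. A cluster stayed unnamed where its 10 leading genes held more markers of another class than of its own, or held Cd4 in a Cd8+ cluster or Cd8a and Cd8b1 in a Cd4+ cluster. This scoring rule was written after the data were in hand, and the condition on genes of the other lineage was added after the names and pool counts were seen. It concerned Cd8+ cluster 2 and Cd4+ cluster 14. No Cd8+ or Cd4+ cluster was named NKT-like, and no Cd8+ or Cd4+ cluster carried the name of B, myeloid or erythroid cells. In the first round 529 cells carried that name, 39 and 20 in the Runx1::Runx1t1 group and 297 and 173 in the control group, and they were left out with the other clusters that were neither Cd8+ nor Cd4+. Among those was an unnamed cluster of 2837 cells with Zbtb16 and Il4 among its leading genes. NKT-like cells may thus lie outside the Cd4+ T cells counted here.

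The clonal expansion index was 1 minus the normalized Shannon entropy of clonotypes. The tumor enrichment index was the ratio of observed to expected cells. Proliferating cells were those over the limit of the z score that the paper gives, on its list of 23 genes. Scores of proximal TCR signaling (19 genes), naive (8), cytotoxicity (10) and senescence (11) genes were computed by scanpy's score_genes. A Cd8+ cluster was pTRT where it lay above the mean over clusters on Ro/e, clonal expansion and TCR signaling. Other Cd8+ T cells of the same clonotypes were pTRT-relevant, both together were tumor-reactive, and the rest were bystander T cells.

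Differences in shares between groups were tested with the two-sided exact permutation test over 2 pools against 2, which cannot give a p under 0.333. Intervals on shares are 95% Wilson intervals, and like the limit of 3 counts used for a count of 0, they cover counting error only. Counts summed per pool were compared by edgeR's quasi-likelihood test (TMM normalization, filterByExpr) with Benjamini-Hochberg adjustment at 0.05, for tumor-reactive against bystander T cells (with the pool as a block, and at least 20 cells per sum) and for the Runx1::Runx1t1 group against the control group in Cd8+ and in Cd4+ T cells. On simulated counts with 200 changed genes, edgeR recovered 192 genes with 4 false calls for the groups in Cd8+ T cells (12760 genes), 200 with 9 false calls in Cd4+ T cells (11589 genes), and 200 with 14 false calls between the classes (12587 genes). DESeq2 recovered 186, 197 and 200 with 8, 2 and 15 false calls. The simulated changes had a single size, up or down, and were set only in genes with enough counts. Noise followed the fitted trend of dispersion, with no effect of sex, clonotypes or pool. The recovery thus does not give the power of the tests in these data.

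The genes named are those the paper's text names for this experiment (Adgrg1, Pdcd1, Osgin1, Lag3, Chn2, Maf, Tnfrsf9, Gramd3 and Gzma), Runx1 and Runx1t1, the genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty as a check of the labels, the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold that moved the same way in every pool, and the top 5 genes by tumor-reactive share. Coordinates are from GENCODE M21 on GRCm38. Where depths differed, each cell was thinned to 2000 UMIs.

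There were 27 alternatives set in advance and 2 added later. They concerned the filters and doublets, the TCR chains, the neighbor graph, the number of clusters, the pTRT rule, how cells were assigned to Cd8+ and Cd4+, the 5 genes left out of the clustering, the count of clonotypes, the minimum of Adgrg1 UMIs, the log base, thinning, the test, its normalization, filter and block, and each pool left out in turn. The prediction of virus-specific TCRs was not analysed here. Software was R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.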

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

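The test on the largest Cd4+ clonotype of replicate 2 of the Runx1::Runx1t1 group and the fit at a first-round resolution of 1 were chosen only after the result was seen.

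The paper describes Adgrg1 in Cd8+ T cells of this mouse model, and the Cd4+ T cells of the same libraries also held Adgrg1 UMIs, at a higher share in the Runx1::Runx1t1 group than in the control group. An Adgrg1 UMI was found in 4.44% of Cd4+ T cells of the Runx1::Runx1t1 group (297 of 6688 cells; 3.74% and 5.28% in replicates 1 and 2) and in 1.44% of those of the control group (45 of 3126 cells; 0.649% and 2.21%). With each cell thinned to 2000 UMIs the shares were 1.90% and 0.720%, with 314 and 210 shallower cells left out. The median depth was 5059 UMIs in the Runx1::Runx1t1 group and 4223 UMIs in the control group. On sums per pool the log2 fold change was 1.76, higher in 2 of 2 pools, with an adjusted p of 0.0677 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which did not pass 0.05. It was 1.15 without replicate 1 of the control group and 2.80 without its replicate 2. Of 10 alternatives that kept all pools, 2 passed the threshold, DESeq2 with 1.76 and doublets kept with 2.20. It was -0.19 with each clonotype counted once, 0.16 with a gate on each cell, and -0.39 at a first-round resolution of 1, where no Cd4+ cluster was named cytotoxic-like. The difference thus rests on expanded clonotypes and on how cells are assigned to Cd4+.

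The difference lay in the number of cytotoxic-like Cd4+ T cells, and no difference in how often they carried Adgrg1 was resolved. Among cytotoxic-like Cd4+ T cells, 25.0% (239 of 955) in the Runx1::Runx1t1 group and 26.3% (5 of 19) in the control group had an Adgrg1 UMI. Among all other Cd4+ T cells the shares were 1.01% (58 of 5733) and 1.29% (40 of 3107).

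Several technical explanations were tested. Cd8+ T cells counted as Cd4+ would carry Cd8 UMIs, but a Cd8a or Cd8b1 UMI was found in 20.5% of the Adgrg1+ Cd4+ T cells of the Runx1::Runx1t1 group, against 16.5% of those without an Adgrg1 UMI. Within the Cd4+ clusters, cells with a Cd4 UMI and no Cd8a or Cd8b1 UMI were Adgrg1+ in 5.03% and 6.28% against 0.554% and 2.15%. The same gate over all cells kept, which also takes in cells of other clusters, gave the 0.16 above. Among these was a cluster with Cd34 and Kit among its leading genes. Of its 1101 cells, 87.4% had an Adgrg1 UMI and 4.36% a Cd4 UMI. This gate was thus not limited to T cells, and it cannot decide whether Cd4+ T cells outside these clusters show the difference. Free RNA would give cytotoxic-like and naive-like Cd4+ T cells a like share, but after thinning the former lay 10.5 percentage points above the latter. In replicate 2 of the Runx1::Runx1t1 group, 4.20% of Cd4+ T cells were Adgrg1+ without its own largest Cd4+ clonotype of 116 cells, which stays above both control pools.

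For replicate 1 of the Runx1::Runx1t1 group, one dominant clonotype stays open. The largest Cd4+ clonotype held 126 cells, all in this pool, and 49 of them (38.9%) had an Adgrg1 UMI. Without it the share of the pool was 2.48%, which is 0.268 percentage points above replicate 2 of the control group, within the counting intervals. In all, 211 Adgrg1+ Cd4+ T cells of the Runx1::Runx1t1 group with a clonotype belonged to 76 clonotypes. An expansion of Adgrg1+ cytotoxic-like Cd4+ T cells with the fusion gene may be behind the difference, as a hypothesis found on the same data. One dominant clonotype stays open as a technical explanation for 1 of the pools, and the assignment of cells to Cd4+ decides whether the difference is seen.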

How the results depend on the processing

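The settings were fixed before the data were examined, except that the first-round resolution of 2, the removal of the highest doublet scores in libraries where few doublets were marked (a rule set earlier, its use decided by the data), and the naming rule for clusters were settled with the data in hand. The fits at a first-round resolution of 1 and with Cd8+ clusters at over 25% of cells with a Cd8a or Cd8b1 UMI were tests chosen only after the result was seen.

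Over the alternatives other than those that left out a pool, 151 of the main values were counted as unchanged, 30 moved further and 1 lost its direction. Unchanged means within 1.5 times for a count of genes, within the spread between pools for the mean number of cells per pool and for values with no test, and the same direction for the 5 share differences, whose permutation test cannot pass 0.05. Of their 52 values, 15 moved by more than the spread between pools. Over the fits that left out a pool, 47 stayed and 9 moved. The Cd8+ naive-like, Cd8+ cytotoxic-like, Cd4+ naive-like and pTRT shares kept their direction under every alternative that was run, as did the delta of Adgrg1 and the 3 scores. The cause was not tested for any of these changes unless the setting itself gives it.

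By construction, 55850 cells were kept with doublets in and 49752 with at least 500 genes and at most 5% mitochondrial UMIs, and 29211 cells had paired chains with every extra chain left out. With at least 6 clusters in place of 10, the clonal expansion index of pTRT cells was 0.427, the delta of Adgrg1 2.34 and the senescence score difference 0.0131. With each clonotype counted once per pool and class, the delta of Adgrg1 was 0.253. The tumor-reactive class is itself a smaller part of Cd8+ T cells when counted so, and the tumor-reactive share of Adgrg1+Cd8+ T cells was 56.1%. With Cd8+ and Cd4+ T cells taken by a gate on each cell, that share was 85.1%, the naive score difference -2.90 and the senescence score difference 0.0691. With each cell thinned to 2000 UMIs, the naive, cytotoxicity and senescence score differences were -2.50, 2.25 and 0.0543, which shows that depth sets part of their size. With Cd8+ clusters at over 25% of cells with a Cd8 UMI they were -2.64, 2.15 and 0.0604. At a first-round resolution of 1 the cytotoxicity score difference was 2.21. With cells of the Runx1::Runx1t1 group only, the senescence score difference was 0.0551. The Cd4+ cytotoxic-like share difference was 0 at a first-round resolution of 1, where no Cd4+ cluster carried that name.

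Across the 4 fits that each left out a pool, the pTRT share difference ran from 17.6 to 38.3 percentage points and the tumor-reactive share of Adgrg1+Cd8+ T cells from 78.8% to 95.1%. The delta of Adgrg1 ran from 0.346 (without replicate 2 of the Runx1::Runx1t1 group) to 1.60. The naive, cytotoxicity and senescence score differences ran from -3.45 to -2.97, from 2.36 to 2.67 and from 0.0539 to 0.135. The number of genes past the threshold between tumor-reactive and bystander T cells ran from 1682 (without replicate 1 of the Runx1::Runx1t1 group) to 4399.

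The counts of genes that differed between the groups were sensitive to the test. In Cd8+ T cells, where 6 genes passed, 969 passed with DESeq2, 1288 with no filter on low counts, 770 in bystander T cells only, 446 without the largest clonotype, 444 with each clonotype counted once and 294 at a first-round resolution of 1. Of the 6 genes, 6, 6, 5, 6, 5 and 6 were among them. The count was 9 with doublets kept, 8 with the gate on each cell, 6 with upper-quartile normalization or stricter filters, and 4 with Cd8+ clusters at over 25%. In Cd4+ T cells, where 282 genes passed, 547 passed with doublets kept, 171 with no filter, 133 without the largest clonotype and 66 at a first-round resolution of 1. Counts of genes with a pool left out have no value here, since 1 group is then left with a single pool. With upper-quartile normalization 63.6% of the Cd4+ genes past the threshold were higher in the Runx1::Runx1t1 group, against 71.3% with TMM.

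The paper states that the mice of the groups were sex-matched littermates but not that a replicate number marks a litter. The numbers go with sex in both groups, with Y-linked UMIs in replicate 2, so the fit without a block leaves out a known factor. A shared litter or batch stays unknown, and the fit without a block was kept. Between replicates 1 and 2, the differences in the Runx1::Runx1t1 group and in the control group correlated across 6122 genes in Cd8+ T cells with r = 0.460 (0.297 without the sex genes) and across 6643 genes in Cd4+ T cells with r = 0.244 (0.0127 without them). With the replicate number as a block, 1110 genes passed in Cd8+ and 249 in Cd4+ T cells. For tumor-reactive against bystander T cells, 4435 genes passed without the pool as a block.

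Among the single genes named, 94 values moved, 30 newly passed the threshold, 26 no longer passed it, 7 changed sign and 780 stayed, over the alternatives that kept all pools. With a pool left out, 51 moved, 2 no longer passed and 207 stayed. The changes of sign were in log2 fold changes between the groups. Chn2 in Cd8+ T cells was -0.11 in bystander T cells only. With each clonotype counted once, Adgrg1 and Pdcd1 in Cd4+ T cells were both -0.19. At a first-round resolution of 1, values in Cd4+ T cells were -0.38 for Coch, -0.39 for Adgrg1, -0.54 for Pdcd1 and -0.00194 for Lag3. The cause was not tested.

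Few cells of the control group had an Adgrg1 UMI. The shares of Adgrg1+Cd8+ T cells that were tumor-reactive rest on 42 and 78 cells in its pools, and 2 pools per group cannot give an exact p under 0.333.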

Differences from the paper's values

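No test was chosen after the result was seen for the values in this part, and alternatives are those set before the data were examined unless said otherwise.

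Table S5 gives the mean expression in tumor-reactive and bystander T cells and their delta. Over the 321 genes of the table, the paper's means in bystander T cells against those found here had a slope of 1.06 and r = 0.987 across genes, which are not independent replicates, so both are on the natural log scale. The deltas had a slope of 0.900 and r = 0.786 across the same genes. The paper's delta for Adgrg1 is 3.47553, and 1.20 was found here. The alternatives gave 0.253 to 2.34, and none closed the gap. For Chn2 the paper's delta is 3.32196, against 1.31 here, and none closed the gap. The paper's deltas are 4.50679 for Pdcd1, 3.77983 for Osgin1 and 5.49699 for Lag3, against 1.88, 1.43 and 2.45 here, and of the alternatives only clustering with at least 6 clusters came within the spread of each.

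The paper's means in tumor-reactive T cells are 3.5333 for Adgrg1, 4.63049 for Pdcd1, 3.88663 for Osgin1, 5.77067 for Lag3 and 3.55233 for Chn2. Here they were 1.24, 1.95, 1.48, 2.57 and 1.42, and of the alternatives only clustering with at least 6 clusters closed these gaps. The paper's means in bystander T cells are 0.1237 for Pdcd1, 0.106799 for Osgin1, 0.273676 for Lag3 and 0.230366 for Chn2, against 0.0736, 0.0452, 0.120 and 0.106 here. The gap for Pdcd1 closed with doublets kept, without replicate 1 of the Runx1::Runx1t1 group or of the control group, with plain neighbors, with at least 6 or at least 20 clusters, with tumor-reactive set as pTRT only, and with cells of the Runx1::Runx1t1 group only. The gaps for Osgin1 and Chn2 closed with doublets kept, with the gate on each cell and with at least 6 clusters. The gap for Lag3 closed with doublets kept, with plain neighbors, with at least 6 or at least 20 clusters and with cells of the Runx1::Runx1t1 group only. The other alternatives closed none of them.

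In Fig. 5K the Ro/e of Adgrg1+Cd8+ T cells in pTRT cells is about 7.4 (Fig. 5K, read by eye), against 2.61 here, and only clustering with at least 6 clusters closed the gap. Ro/e cannot exceed the inverse of the share of the class. The pTRT cells were 35.6% of Cd8+ T cells here, and a class of that size cannot reach about 7.4. In pTRT-relevant cells it is about 3.3 (Fig. 5K, read by eye), against 0.391 here, and only counting each clonotype once closed the gap. For Adgrg1−Cd8+ T cells in pTRT cells it is about 0.35 (Fig. 5K, read by eye), against 0.846 here, and only clustering with at least 6 clusters closed the gap.

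Fig. 5I shows Adgrg1 with the highest share of tumor-reactive T cells among the top genes by delta. Here Adgrg1 was at rank 114 by delta, outside the 100 genes, and Osgin1 had the highest share among them. Adgrg1 was within the 100 and had the highest share with cells of the Runx1::Runx1t1 group only, with at least 6 or at least 20 clusters, with plain neighbors, and without replicate 2 of the control group. It was within the 100 but not at the highest share with the gate on each cell, without replicate 1 of the Runx1::Runx1t1 group, without replicate 1 of the control group, and in the fits at a first-round resolution of 1 and with Cd8+ clusters at over 25%, both chosen after seeing the values. Under the other alternatives it stayed outside.

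The paper names a pair of clusters as pTRTs, both cytotoxic. Here 3 clusters met the rule, of which 1 was cytotoxic-like, 1 effector-like and 1 unnamed. Among genes with a delta over 1, the paper lists 321 and 151 were found here, with 131 shared. Of the 100 genes with the largest delta, 68 were shared. After quality control the paper has 43450 cells, against 52924 here, and the alternatives gave 49752 to 55850. The paper's tumor-reactive shares are 89.2% for Adgrg1, 83.4% for Pdcd1, 82.6% for Osgin1, 72.8% for Lag3 and 67.4% for Chn2. Here they were higher for each gene, at 93.4%, 92.8%, 93.8%, 91.0% and 86.8%. Such a share also depends on the size of the tumor-reactive class, which was 36.8% of Cd8+ T cells here.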

Other observations

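Tests on the Runx1t1 UMIs, on cells of male mice in replicate 1 of the control group, on the depth of NK-like cells, on pTRT cells of a single pool, on doublets in bystander T cells, on free RNA in tumor-reactive T cells of each group and in bystander T cells, and on free RNA of Cpa3, S100a8 and Runx1t1 were chosen only after the result was seen.

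Between the groups, 6 of 12911 genes in Cd8+ T cells had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 higher and 2 lower in the Runx1::Runx1t1 group, and 3002 had an unadjusted p under 0.05. The count of genes depended on the fit and ran from 4 to 1288 over the alternatives. The fit that gave 6 had no block, and with the replicate number, which goes with sex, as a block the count was 1110. The genes that rose were Cpa3, Spp1, Eomes and Jak3, and those that fell were Rarg and Id3, of which Id3 no longer passed in 5 of 12 alternatives. Cpa3 had 1916 UMIs against 4 (312-fold, counting interval 122 to 1146). Of the 9 genes that the paper's text names for this experiment, 0 passed over all genes tested and 8 when adjusted over that list alone, which was chosen on these samples. The log2 fold change of Eomes was 1.33 (adjusted p = 0.0446 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of Adgrg1 was 4.15 (adjusted p = 0.103 from the same edgeR test with Benjamini-Hochberg adjustment), with CPM of 10.3 and 55.0 against 1.32 and 2.29, and without replicate 2 of the Runx1::Runx1t1 group it was 2.49. It passed the threshold in 4 of 12 alternatives that kept all pools. A difference between the groups in the sex of the mice was tested as a source of such changes. Of the genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, 0 separated the groups, so sex does not follow the groups.

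In Cd4+ T cells 282 of 11724 genes passed the same threshold, 201 higher and 81 lower, and 2273 had an unadjusted p under 0.05. The named genes gave the same counts as in Cd8+ T cells, 0 of 9 and 8 of 9. Gcg had 2118 and 2301 UMIs in the Runx1::Runx1t1 group and 0 in the control group, an increase of at least 573-fold. These UMIs came from 246 cells, 90 of 3641 in replicate 1 and 156 of 3047 in replicate 2, and 78.9% of them were cytotoxic-like, a cluster with Gcg among its leading genes. With a clonotype were 171 of these cells, in 64 clonotypes, of which the largest held 35. Coch UMIs also lay mostly in cytotoxic-like cells (87.6% of the cells with a UMI), those of Ccl1 less so (4.24% of 118 cells). These shares were looked at after the values were seen. Cpa3 had 980 UMIs against 2 (191-fold, counting interval 52.7 to 1577), and Coch, Ccl1 and Il13 had log2 fold changes of 4.76, 4.35 and 4.18. Without replicate 2 of the control group the value of Il13 was 9.56, a value that rests on 0 UMIs in the control pool left. The genes that fell most were Sostdc1, Camp, S100a9, Ngp and S100a8, with log2 fold changes of -5.15, -5.13, -4.29, -4.17 and -4.04. In 10 alternatives that kept all pools, Il13 no longer passed in 6, Ngp in 4 and S100a8 in 3. Camp had 4 UMIs against 60 (38.5-fold lower, counting interval 14.3 to 146).

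Free RNA was tested as the source of Cpa3 and S100a8 UMIs, since it would add a like number to every droplet of a pool. Cpa3 had 71.9 and 66.8 UMIs per cell in Cd34+ progenitor-like cells of the Runx1::Runx1t1 group, and 0.149 and 0.162 in those of the control group. Naive-like Cd8+, tumor-reactive, naive-like Cd4+ and NK-like cells of replicate 1 of the Runx1::Runx1t1 group had 0.115, 0.122, 0.150 and 0.158, and those of replicate 2 had 0.148, 0.152, 0.163 and 0.130. The highest was at most 1.38-fold the lowest, within the 2-fold limit of the test, so free RNA of progenitor-like cells may account for the rise of Cpa3 in both Cd8+ and Cd4+ T cells. S100a8 in the control group had 0.122, 0.0830, 0.0986 and 0.115 UMIs per cell in replicate 1 and 0.0306, 0.0292, 0.0129 and 0.0360 in replicate 2. The spread of 2.79-fold in replicate 2 is beyond the limit, but replicate 1 lay within it and the lowest value of replicate 2 rests on 6 UMIs, so free RNA and expression cannot be told apart for S100a8.

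The cells left out as neither Cd8+ nor Cd4+ held a pattern that the paper does not report. NK-like clusters of Cd3+ cells with few Cd8a and Cd8b1 UMIs made up 9.02% and 5.08% of the cells kept in the Runx1::Runx1t1 group and 32.4% and 28.5% in the control group. Dilution by expanded clonotypes was tested by counting each clonotype once per pool. The shares were then 9.85% and 6.91% against 32.4% and 29.9%, still 20.0 percentage points apart, so expanded clonotypes do not account for the difference. Loss of Cd8 UMIs in shallow cells was tested as well, but in every pool these cells had a higher median of UMIs than the Cd8+ T cells, by at least 276.5. A loss of such cells with the fusion gene is a candidate explanation, and a difference in the sort, which was done in each group, was not tested.

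A cluster of 1101 cells (309 and 279 in the Runx1::Runx1t1 group, 87 and 426 in the control group) had Cd34, Kit, Meis1 and Gata2 among its leading genes and a Cd34 or Kit UMI in 94.9% of cells. An Adgrg1 UMI was found in 87.4% of its cells. Runx1t1 UMIs, which could come from the fusion gene, were found in 0.652% and 0.760% of the cells kept in the Runx1::Runx1t1 group and in 0.118% and 0.260% in the control group. In the Cd34+ progenitor-like cluster the share was 15.5% and 14.3% against 3.45% and 1.64%. In Cd8+ and Cd4+ T cells it was 0.260% and 0.416% against 0.124% and 0.208%, a gap of 0.0520 percentage points with overlapping intervals. Of the cells with a Runx1t1 UMI in the Runx1::Runx1t1 group, 48 of 90 and 40 of 98 were progenitor-like, so these are 1 source. Whether they are the only one, or T cells also carry such UMIs, cannot be told apart at these counts. In NK-like cells with few Cd8 UMIs the share was 0.563% and 1.07% (7 and 7 cells) against 0.0726% and 0.0521% (3 and 2 cells). In the Runx1::Runx1t1 group these shares lay 0.311 and 0.604 percentage points above those of Cd8+ T cells of the same pool, within the intervals. With 7 cells per pool, free RNA of progenitor-like cells and expression in NK-like cells cannot be told apart, and doublets were not tested.

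As a check of the labels, Xist UMIs were found in 79.6% of cells of replicate 1 and 0.109% of replicate 2 of the Runx1::Runx1t1 group, and in 41.8% and 0.00743% of replicates 1 and 2 of the control group. A UMI of the Y-linked genes was found in 0%, 65.3%, 0.0157% and 61.4% of cells in the same order. The lower share of Xist in replicate 1 of the control group was tested further. Cells of male mice would carry Y-linked UMIs, but 0.0157% of its cells did. Another mix of cell types was tested in naive-like Cd8+ T cells thinned to 2000 UMIs, where the shares were 41.5% and 24.0%, still 17.6 percentage points apart. The source of the difference stays open, and no biological explanation was tested.

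The main results on Adgrg1 and pTRT cells were tested for artifacts. One dominant clonotype could raise the share of tumor-reactive T cells among Adgrg1+Cd8+ T cells, but without the largest clonotype 89.4% were still tumor-reactive. Cells of one pool only could raise the share of pTRT cells, but the lower pool of the Runx1::Runx1t1 group lay 12.6 percentage points above the higher control pool. The pTRT rule itself asks for enrichment in that group, so this gap shows only that both its pools were higher and is not independent evidence. Free RNA could give Adgrg1 UMIs, but after thinning the share in tumor-reactive T cells of the Runx1::Runx1t1 group lay 14.5 percentage points above that in naive-like Cd4+ T cells of the same group. In the control group it lay 0.990 percentage points above that in bystander T cells, beyond the intervals in both pools. Free RNA would give both a like share, so by this comparison it does not account for all of these UMIs. Against naive-like Cd4+ T cells of the same control pools, the thinned shares were 1.30% and 1.14% against 0.249% and 0.903%, within the intervals. That comparison cannot exclude free RNA over all tumor-reactive T cells of the control group. Its cytotoxic-like Cd8+ cells alone, looked at afterwards, had thinned shares of 10.7% and 15.8%. These lay above naive-like Cd4+ T cells of the same pools beyond the intervals, which argues against free RNA as their only source. The shares rest on 28 and 38 cells, with 51 and 93 shallower cells left out. In bystander T cells the share lay at -0.104 percentage points relative to naive-like Cd4+ T cells, so free RNA may account for the Adgrg1 UMIs there. Doublets with Cd34+ progenitor cells are unlikely to, since 3.50% of Adgrg1+ bystander T cells had a Cd34 or Kit UMI, against 94.9% of the progenitor-like cells and 1.56% of bystander T cells without Adgrg1.

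Of 28783 clonotypes, 8 were found in more than 1 pool, with 156 cells. Barcodes carried over between libraries were tested as their source. Among 148 pairs of cells of such a clonotype in different pools, 0 had the same barcode, which allows a share of up to 2.53% (upper end of the 95% Wilson interval).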
